# Compound C Prevents the Unfolded Protein Response during Glucose Deprivation through a Mechanism Independent of AMPK and BMP Signaling

**DOI:** 10.1371/journal.pone.0045845

**Published:** 2012-09-24

**Authors:** Sakae Saito, Aki Furuno, Junko Sakurai, Hae-Ryong Park, Kazuo Shin-ya, Akihiro Tomida

## Abstract

Inhibiting the unfolded protein response (UPR) can be a therapeutic approach, especially for targeting the tumor microenvironment. Here, we show that compound C (also known as dorsomorphin), a small-molecule inhibitor of AMP-activated protein kinase (AMPK) and bone morphogenetic protein (BMP) signaling, inhibit the UPR-induced transcription program depending on the glucose deprivation conditions. We found that compound C prevented UPR marker glucose-regulated protein 78 (GRP78) accumulation and exerted enhanced cytotoxicity during glucose deprivation. Gene expression profiling, together with biochemical analysis, revealed that compound C had a unique mode of action to suppress the transcriptional activation of UPR-targeted genes, as compared with the classic UPR inhibitors versipelostatin and biguanides. Surprisingly, the UPR-inhibiting activity of compound C was not associated with either AMPK or BMP signaling inhibition. We further found that combination treatments of compound C and the classic UPR inhibitors resulted in synergistic cell death with UPR suppression during glucose deprivation. Our findings demonstrate that compound C could be a unique tool for developing a UPR-targeted antitumor therapy.

## Introduction

Glucose deprivation is a common feature of the solid tumor microenvironment and is caused by a combination of the poorly formed tumor vasculature, uncontrolled proliferation and abnormal energy metabolism of cancer cells. As does hypoxia, glucose deprivation leads to the abnormal accumulation of protein within the endoplasmic reticulum (ER), which triggers the activation of the unfolded protein response (UPR) in tumor cells [1], [2]. The UPR in cancer cells plays an important role in their survival under stress conditions and results in tumor malignancies and in antitumor drug resistance, whereas, in the case of intolerable levels of ER stress, the UPR can contribute to eliciting apoptosis [1], [2], [3]. Thus, the UPR is a potential target of antitumor therapy, and the repression or induction of the UPR by drugs may have therapeutic effects against tumors.

The UPR consists of three main signaling pathways initiated by ER membrane-localized stress sensors, PKR-like ER kinase (PERK), activating transcription factor 6 (ATF6) and inositol-requiring 1 (IRE1) [1], [3]. PERK induces the transcription factor activating transcription factor 4 (ATF4) through the phosphorylation of eukaryotic translation initiation factor 2 subunit alpha (eIF2α), which also transiently leads to attenuation of global translation [4], [5], [6]. ATF6 becomes an active transcription factor by proteolytic cleavage [7], [8], whereas IRE1 mediates the unconventional splicing of X-box binding protein 1 (XBP1) mRNA, thereby converting it to a potent UPR transcriptional activator [9], [10], [11], [12]. These transcription factors lead to coordinated induction of divergent UPR target genes, such as the ER-resident molecular chaperones glucose-regulated protein 78 and 94 (GRP78 and GRP94), for cell survival [13].

We previously reported that a novel macrocyclic compound versipelostatin and antidiabetic biguanides (phenformin, metformin and buformin) prevented the UPR and exerted highly selective cytotoxicity in glucose-deprived cancer cells [14], [15]. These drugs inhibit production of the UPR transcription activators ATF6, ATF4 and XBP1 and broadly suppress the transcription program of the glucose deprivation–induced UPR. This UPR inhibition is partly mediated by the aberrant hyperactivation of eukaryotic initiation factor 4E-binding protein 1 (4E-BP1) [16]. We also found that mitochondria dysfunction leads to failure of UPR activation depending on the glucose deprivation conditions [17], suggesting that the glucose deprivation–induced UPR is governed by unique regulatory mechanisms, which is not affected by tunicamycin or other chemical stressors. Of note is that versipelostatin, metformin and phenformin exert *in vivo* antitumor activity [14], [18], [19], demonstrating the potential of UPR inhibition as an attractive anticancer approach.

In the course of screening for UPR inhibitors, we found that compound C (6-[4-(2-Piperidin-1-yl-ethoxy)-phenyl)]-3-pyridin-4-yl-pyrazolo[1,5-a]-pyrimidine), also known as dorsomorphin, could inhibit activation of a GRP78 promoter reporter in cancer cells during glucose deprivation. Compound C is a kinase inhibitor developed in the search for small-molecule inhibitor of AMP-activated protein kinase (AMPK) [20]. Compound C reversibly and directly inhibits AMPK activation and is competitive with ATP. Recently, compound C has also been found to inhibit the bone morphogenetic protein (BMP) type I receptors, the activin-like kinase receptor 2, 3, and 6 (ALK2, ALK3 and ALK6), independently of AMPK inhibition [21].

Here we demonstrate that compound C inhibits the UPR in glucose-deprived tumor cells independently of AMPK and BMP signaling. The modes of action of compound C are different from the previously identified, classic UPR inhibitors versipelostatin and the biguanides, as shown by gene expression profiling and biochemical analysis. We also show that combinations of compound C and the classic UPR inhibitors synergistically prevent the UPR and kill cancer cells during glucose deprivation.

## Results

### Compound C Inhibits GRP78 Induction During Glucose Deprivation

We first examined the effects of compound C on UPR marker GRP78 promoter activity in human fibrosarcoma HT1080 cells that were transiently transfected with the reporter gene plasmid pGRP78pro160-Luc [14]. We used two different types of chemical UPR inducers, the hypoglycemia-mimicking agent 2-deoxy-D-glucose (2DG) and the *N*-glycosylation inhibitor tunicamycin. As shown in Figure 1A, treating the transfected cells with 2DG and tunicamycin increased GRP78 promoter activity by approximately 6-fold. Similarly to versipelostatin and phenformin, compound C suppressed 2DG-induced GRP78 promoter activity in a dose-dependent manner but had little effect on tunicamycin-induced GRP78 promoter activity. Compound C also suppressed GRP78 promoter activity induced by glucose withdrawal (Figure 1B), indicating that 2DG addition and glucose withdrawal were equivalent for compound C to exert UPR-inhibitory activity, although the intensity of GRP78 induction was somewhat different between each of the stress condition (*see also* Figure 1E).

**Figure 1:**
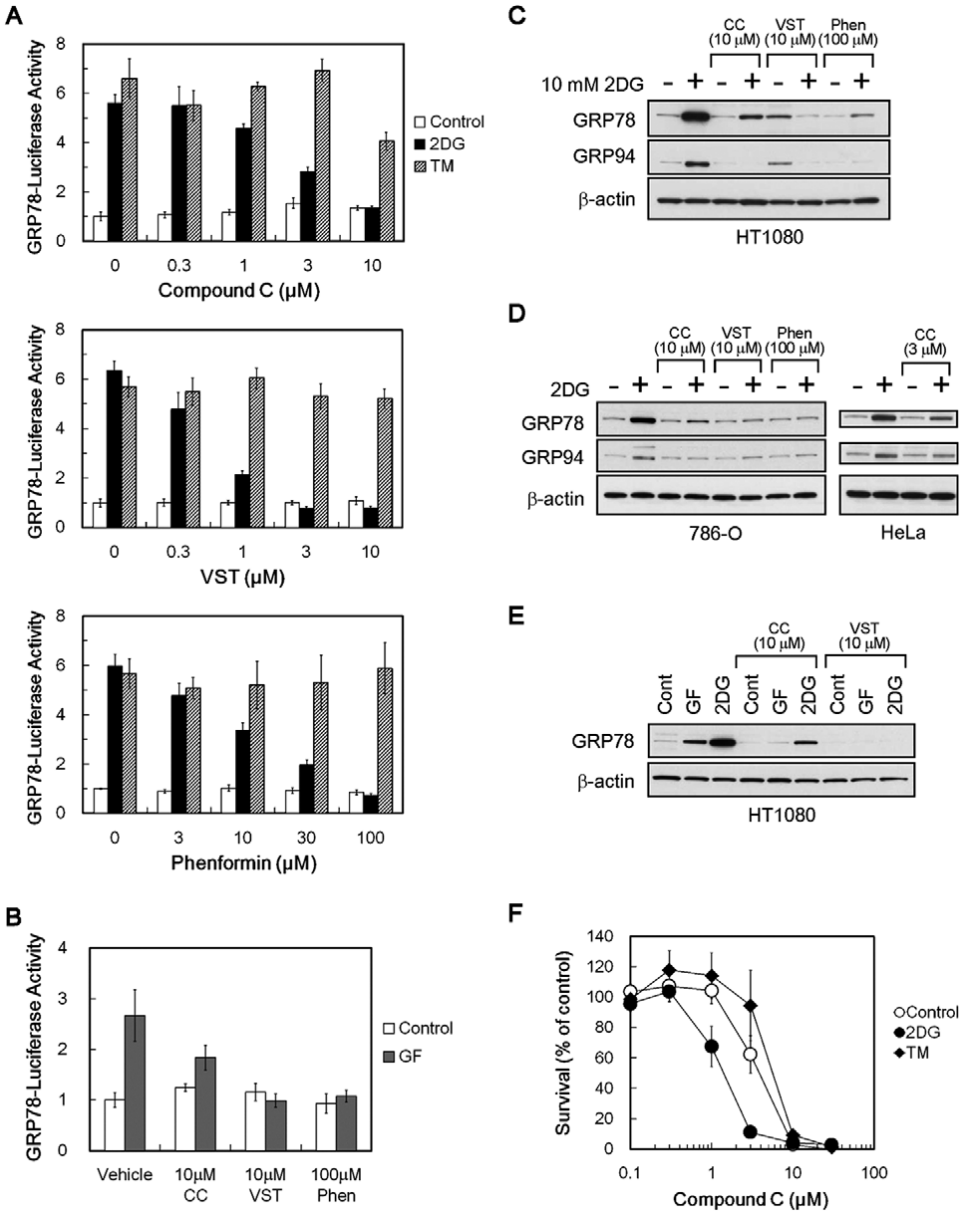
Suppressive effects of compound C on GRP78 and GRP94 protein accumulation. (A, B) Reporter assay. HT1080 cells were transfected with pGRP78pro160-Luc and exposed to stress (2DG, 10 mM 2-deoxy-D-glucose; TM, 5 µg/mL of tunicamycin (A) or GF, glucose-free (B)) for 18 h with compound C, versipelostatin or phenformin. Results shown are the means ± SD of quadruplicate determinations. (C–E) Immunoblot analysis. In C, HT1080 cells were treated for 18 h with compound C, versipelostatin or phenformin in the presence (+) or absence (−) of 10 mM 2DG. In D, 786-O cells (*left*) were treated for 18 h with compound C, versipelostatin or phenformin in the presence (+) or absence (−) of 10 mM 2DG. HeLa cells (*right*) were treated for 15 h with compound C in the presence (+) or absence (−) of 5 mM 2DG. Because HeLa cells exhibited hypersensitivity to cytocidal action of compound C during glucose deprivation, it was necessary to reduce the concentrations of 2DG and compound C, as compared with HT1080 and 786-O cell analysis. In E, HT1080 cells were treated for 18 h with compound C or versipelostatin in normal medium (Cont), normal medium with 10 mM 2DG (2DG) or glucose-free medium (GF). CC, compound C; VST, versipelostatin; Phen, phenformin. β-actin was used as a loading control. (F) MTT assay of HeLa cells treated with compound C under normal or ER stress conditions. 2DG, 10 mM 2-deoxyglucose; TM, 1 µg/mL of tunicamycin. Results shown are the means ± SD.

We next examined the effects of compound C on endogenous ER-resident molecular chaperone proteins GRP78 and GRP94 by immunoblot analysis. As shown in Figure 1C, compound C suppressed accumulation of endogenous GRP78 and GRP94 proteins in HT1080 under 2DG stress conditions. In agreement with our previous study [14], versipelostatin slightly induced GRP78 and GRP94 protein under normal growth conditions, but compound C did not show such an activity in HT1080 cells (Figure 1C), suggesting that the mechanisms of action of versipelostatin, but not compound C, may be changeable under normal growth conditions and under glucose deprivation conditions. Inhibition of 2DG-induced accumulation of GRP78 and GRP94 proteins by compound C was also observed in renal cell carcinoma 786-O cells and cervical carcinoma HeLa cells (Figure 1D). Compound C also suppressed GRP78 protein accumulation in HT1080 during glucose withdrawal (Figure 1E). Consistent with the previous observation of versipelostatin and phenformin [14], cytotoxicity of compound C was enhanced under 2DG stress conditions but not under tunicamycin stress (Figure 1F).

### Compound C uses a Unique Mode of Action to Inhibit the UPR

To further characterize the UPR-inhibitory activity of compound C, we carried out gene expression profiling of HT1080 cells treated with compound C, versipelostatin, or phenformin under normal or 2DG stress conditions. 

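Gene expression was measured in HT1080, a human fibrosarcoma cell line, on Affymetrix GeneChip Human Genome U133 Plus 2.0 arrays, which read a transcript with 1 or more sets of short oligonucleotide probes. There were 8 arrays, 1 for each condition. The conditions in normal growth medium were no compound (control), 10 µM compound C, 10 µM versipelostatin and 100 µM phenformin, and the other 4 arrays held cells in 10 mM 2DG, alone or with each compound at the same dose. Compound C is a kinase inhibitor, versipelostatin a macrocyclic microbial product and phenformin a biguanide that blocks mitochondrial respiration. The cells were treated for 18 h, the compounds being added just before 2DG, and labelled cRNA was made from 100 ng of total RNA. Each condition has 1 array, so the differences given here have no replicate check, no error or p-value is attached to them, and the number of arrays limits their precision.

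The deposited values are log2 intensities that the authors made with RMA, a method that corrects the background, normalizes the arrays against each other and combines the probes of a probe set. The median of an array over all its probe sets was between 3.12 and 3.28, and the median over the expressed probe sets, as defined next, was between 7.01 and 7.35. From all probe sets, 62 control probe sets were left out, and a probe set was taken as expressed when its log2 value reached 6 on at least 1 array. This left 15503 probe sets, which name 8429 genes. Every difference below is the log2 value on a treated array minus that on its reference array, so that 1 stands for 2-fold. A gene with several probe sets is represented by the probe set with the highest mean, unless another is named. A value under the median of its array over all probe sets but the controls was taken as not above background, a limit chosen after seeing the data, and a difference from such a value is given as a bound (at least, or lower), with the value put at that median. Genes were grouped in lists by pathway, fixed before the data were examined, and the median difference of a list was placed among the medians of 10000 random lists of the same size and mean expression, as a description of these arrays.

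The median signal of the poly-A control transcripts, which are meant to be added to the RNA before labelling, was higher than on the control array by 0.35 (log2) in 2DG, 1.22 in 2DG with compound C, 0.85 in 2DG with versipelostatin and 0.67 in 2DG with phenformin. Without 2DG it was higher by 0.10 with compound C, 0.05 with versipelostatin and 0.28 with phenformin. The hybridization controls, added after labelling, were higher by 0.21, 0.75, 0.53 and 0.58 on the 4 arrays with 2DG, in the same order. Scaling the arrays on the poly-A controls, a choice made after seeing the data, lowers each difference from control by 0.35 in 2DG, 0.10 with compound C, 0.05 with versipelostatin and 0.28 with phenformin, and each difference from 2DG alone by 0.87 with compound C, 0.50 with versipelostatin and 0.32 with phenformin. A positive difference or median smaller than that turns negative under this scaling, also where this is not repeated below. A probe set for the 3' end of the actin gene ACTB exceeded that for its 5' end by 0.87 to 1.08 on the 8 arrays.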

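Many ER chaperones and targets of the transcription factor ATF4 were higher in 2DG than in control, and part of them were lower when compound C was given with 2DG. HYOU1, an ER chaperone of the HSP70 family, was higher by 2.11 (log2) in 2DG, and PDIA4, a protein disulfide isomerase, by 1.95. With compound C they differed from 2DG alone by −1.61 and −2.06. ASNS, a target of ATF4 that encodes asparagine synthetase, was higher by 2.48 in 2DG and differed by −1.85 with compound C.

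Of 21 ER chaperones and folding enzymes measured, 14 were at least 2-fold higher in 2DG and none was lower, with a median difference of 1.38 (percentile 100 among random lists). With compound C, 9 of the 21 were at least 2-fold lower than in 2DG alone and none was higher, with a median of −0.87 (percentile 0), or −1.73 when scaled on the poly-A controls. CRELD2, an ER protein that assists folding, was higher by 2.00 in 2DG and differed by −1.41 with compound C. DNAJB9, a co-chaperone of GRP78, gave 1.98 and −1.79, and HSP90B1, which encodes GRP94, gave 1.94 and −1.25, or 1.51 and −0.42 on its dimmer probe set. HSPA5, which encodes GRP78, was higher by 1.71 in 2DG. With compound C it was 0.52 above 2DG alone on the brighter of its probe sets and −0.09 from it on the dimmer, and the brighter value turned to −0.34 when the arrays were scaled on the poly-A controls.

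Of 30 targets of ATF4, which acts downstream of PERK, 19 were at least 2-fold higher in 2DG and none was lower, with a median of 1.205 (percentile 100). In the comparison of 2DG with and without compound C, 12 of them were at least 2-fold lower and 5 at least 2-fold higher, with a median of −0.58 (percentile 3.61), or −0.35 with a log2 limit of 7 for expression, −0.37 with each array centred on its median and −1.45 when scaled on the poly-A controls. SLC3A2, the heavy chain of several amino acid transporters, was higher by 3.45 in 2DG and differed by −0.20 with compound C. DDIT3, which encodes the transcription factor CHOP, gave 2.51 and −2.07, and NUPR1, a stress-inducible regulator of transcription, gave 2.45 and −1.43. SLC1A4, a carrier of neutral amino acids, differed by −2.54 with compound C, and VLDLR, a lipoprotein receptor, by −2.22. ATF3, a transcription factor of the stress response, was 3.52 higher with compound C than in 2DG alone.

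Among 29 genes of ER-associated degradation and the secretory pathway, 5 were at least 2-fold higher in 2DG (median 0.67), and 9 were at least 2-fold lower with compound C than in 2DG alone (median −0.66). The largest differences in 2DG were those of SEC11C, a signal peptidase subunit (1.78), HERPUD1, a component of ER-associated degradation (1.75), SEL1L, which holds the ubiquitin ligase of that pathway (1.58), and TRAM1, a protein of the translocation channel (1.26). With compound C they were those of EDEM3, a mannosidase that marks proteins for degradation (−2.03), KDELR3, a retrieval receptor (−1.60), SSR1, a subunit of the translocon-associated complex (−1.46), and ARFGAP3, a regulator of vesicle transport (−1.27). Of 17 tRNA synthetases, WARS1 (1.58), SARS1 (1.55) and AARS1 (1.04) were at least 2-fold higher in 2DG, and AARS1 (−2.34), CARS1 (−1.63), FARSA (−1.51) and WARS1 (−1.49) were lower with compound C; the median of this list in 2DG was 0.31, and −0.04 when scaled on the poly-A controls.

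In all, 494 probe sets were at least 2-fold higher in 2DG than in control, and they stood for 334 genes. A probe set was counted as inhibited when its fold over control with 2DG and the compound was at most 50% of its fold in 2DG alone. Compound C inhibited 235 of the 494, or 47.6% (95% Wilson interval 43.20% to 51.98%, which covers counting error only), and 165 of the 494 were at or below the control level. At least 2-fold higher still were 45 of them. The interval takes the 494 probe sets as independent, although they stand for 334 genes, so it is likely too narrow. Of 7432 probe sets that 2DG left within 1.2-fold of control, 21.3% were at least 2-fold lower with compound C, weighted to the same levels in 2DG. The set was chosen on the same single 2DG array on which the inhibition is measured, and the paper's own signature of 2DG-responsive probe sets was not used here. Scaled on the poly-A controls, 203 probe sets were at least 2-fold higher in 2DG, and compound C inhibited 77.8% of them, where 56.5% of matched unchanged probe sets were at least 2-fold lower.

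**Figure D1:**
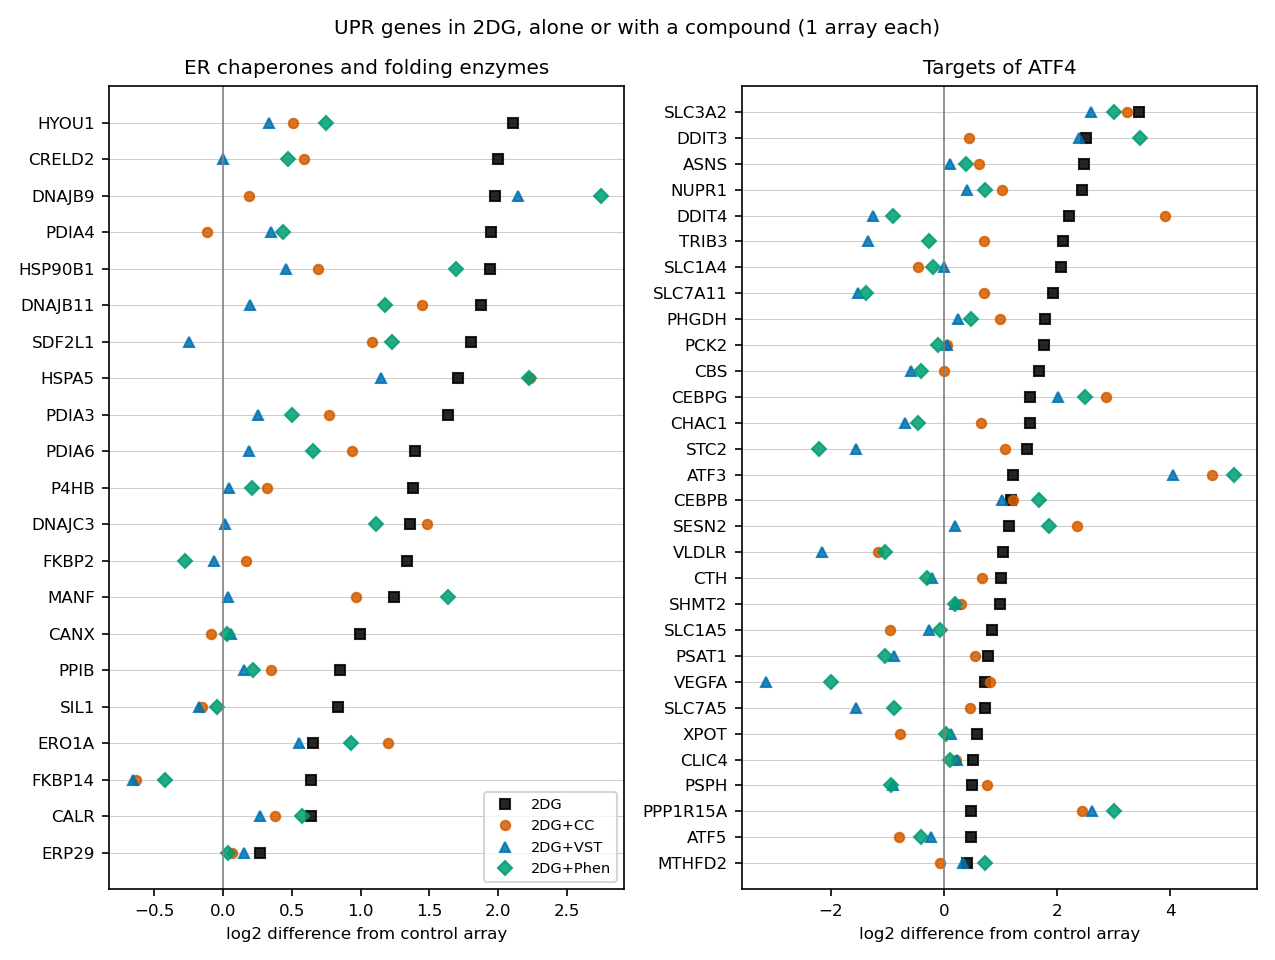
Log2 difference from the control array (x axis) of each measured ER chaperone or folding enzyme (left) and each measured ATF4 target (right), ordered by the value in 2DG, for 2DG alone (squares), 2DG with compound C (circles), with versipelostatin (triangles) and with phenformin (diamonds), 1 array each. HYOU1 and PDIA4 move back toward the control level with compound C, while ATF3 lies further above it.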

The gene expression analysis showed that compound C broadly inhibited the 2DG-inducible genes in the Glucose Deprivation Signature (Figure 2 and Table S2, S3), which we identified previously as a UPR-related gene set under glucose deprivation conditions [15]. 

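Most of the 2DG-induced probe sets that were lower with compound C were also lower with versipelostatin or phenformin. Independent lists of probe sets would share most of them too, as given below. TRIB3, a pseudokinase induced by ER stress, was higher by 2.11 in 2DG and differed from 2DG alone by −1.41 with compound C, −3.45 with versipelostatin and −2.38 with phenformin. For SLC7A11, the cystine transporter, the value in 2DG was 1.93 and the differences were −1.23, −3.45 and −3.31 in the same order. ASNS differed by −2.37 with versipelostatin and −2.08 with phenformin, and NUPR1 by −2.05 and −1.73.

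From 2DG alone, HYOU1 differed by −1.78 with versipelostatin and −1.36 with phenformin, PDIA4 by −1.60 and −1.52, and CRELD2 by −2.01 and −1.53. SDF2L1, a partner of the ER chaperone network, differed by −2.05 with versipelostatin, and FKBP2, a prolyl isomerase, by −1.62 with phenformin. Of the 14 chaperones and folding enzymes at least 2-fold higher in 2DG, compound C inhibited 7, versipelostatin 12 and phenformin 6, and 5 were inhibited by all 3 compounds. Over the whole list the median was −1.30 with versipelostatin (14 at least 2-fold lower) and −0.69 with phenformin (7 at least 2-fold lower, and a median of −0.41 with each array centred), both at percentile 0. Of the 19 induced ATF4 targets, compound C inhibited 9, versipelostatin 13 and phenformin 13, and 8 were inhibited by all 3. The median over all 30 ATF4 targets was −1.47 with versipelostatin, with 18 at least 2-fold lower and 2 higher, and −1.37 with phenformin, with 17 lower and 2 higher. VEGFA, the vascular growth factor, had the largest difference with versipelostatin (−3.88), and STC2, a secreted glycoprotein of the stress response, the lowest value with phenformin (−3.69). In the list of ER-associated degradation and secretion, 10 of 29 genes were at least 2-fold lower with versipelostatin (median −0.57), among them SEL1L (−2.42), and 9 with phenformin (median −0.55), among them EDEM3 (−2.44) and EDEM1, another mannosidase-like protein (−2.08). The tRNA synthetases had medians of −0.44 and −0.36, with 3 of 17 at least 2-fold lower in each case, WARS1 being at −2.03 and −2.24.

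Of all 494 probe sets, versipelostatin inhibited 302 (61.1%, Wilson interval 56.8% to 65.3%) and phenformin 265 (53.6%, 49.2% to 58.0%). In the probe sets that 2DG left unchanged, at matched levels, the share at least 2-fold lower was 15.9% with versipelostatin and 18.1% with phenformin, and 38.9% and 34.3% when scaled on the poly-A controls. All 3 compounds inhibited 167 probe sets, where independent lists of these sizes would share 77.1. Compound C shared 185 probe sets with versipelostatin (144 for independent lists) and 184 with phenformin (126), and versipelostatin shared 235 with phenformin (162). Of the 235 probe sets inhibited by compound C, 202 (86.0%) were also inhibited by at least 1 of the other compounds. Independent lists would share most of the 235 too, since versipelostatin by itself inhibited 61.1% of all 494. Of the 235, versipelostatin inhibited 78.7%, against that 61.1%, and phenformin 78.3%, against 53.6% of all 494.

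The 3 comparisons share the 2DG array and the control array. In 20 simulations in which the arrays differed by noise alone (SD 0.291 per array, from the spread between 2DG and control), a mean of 118 probe sets passed as induced and 1.6 of them as inhibited by all 3 compounds. No simulated compound lowered any transcript, while 1366 of all expressed probe sets were at least 2-fold lower with all 3 compounds in 2DG. Neither the 1.6 nor the 77.1 for independent lists allows for this fall across the array. There is 1 array of each kind, so the arrays cannot be split. Part of the excess may come from the shared arrays or from that fall.

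**Figure D2:**
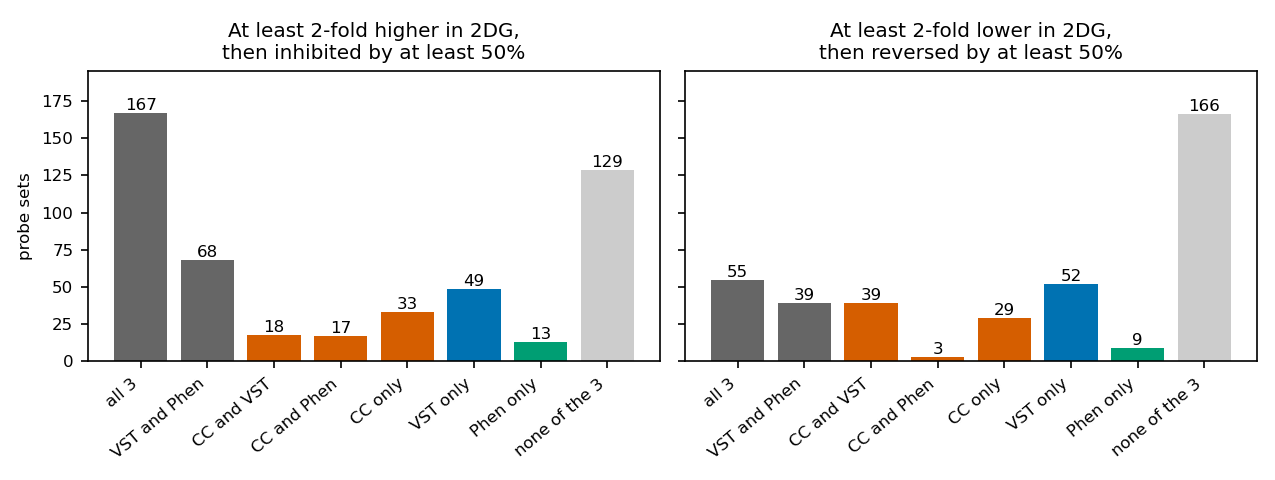
Number of probe sets (y axis) inhibited by each combination of compound C (CC), versipelostatin (VST) and phenformin (Phen), among those at least 2-fold higher in 2DG (left), and reversed by each combination, among those at least 2-fold lower in 2DG (right). The largest part on the left is the 167 probe sets inhibited by all 3 compounds, and the largest on the right is the 166 reversed by none.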

The genes for which expression was inhibited by compound C considerably overlapped with the genes for which expression was suppressed by the classic inhibitors versipelostatin and phenformin (Figure 2A–C). Nevertheless, the inhibitory pattern of the Glucose Deprivation Signature by compound C appeared different from the versipelostatin and phenformin patterns. 

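Several 2DG-induced genes were lower with versipelostatin and phenformin and higher with compound C. DDIT4, which encodes an inhibitor of mTORC1 signaling, was higher by 2.20 in 2DG, differed from 2DG alone by −3.46 with versipelostatin and −3.11 with phenformin, and was a further 1.71 higher with compound C. HMOX1, the heme oxygenase of the oxidative stress response, was higher by 1.28 in 2DG and gave 2.27 with compound C, −1.47 with versipelostatin and −1.20 with phenformin. ARRDC4, an arrestin family gene induced together with TXNIP, was higher by at least 1.69 in 2DG and gave 2.83, −1.62 or lower and −1.57 or lower.

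Other genes separated the compounds in other ways. STC2 was higher by 1.47 in 2DG and differed by −0.38 with compound C and −3.03 with versipelostatin. VEGFA was 0.09 from its 2DG level with compound C (−0.78 when scaled on the poly-A controls) and −2.73 with phenformin. HERPUD1 differed by −3.34 with versipelostatin, by 0.21 with compound C (−0.66 under that scaling) and by 0.35 with phenformin (0.03). DNAJB9 and DDIT3, both lower with compound C, differed by 0.17 and −0.12 with versipelostatin and by 0.77 and 0.96 with phenformin. HSP90B1 gave −1.48 with versipelostatin and −0.24 with phenformin, and −0.85 and 0.26 on its dimmer probe set. HSPA5 gave −0.56 with versipelostatin and 0.52 with phenformin on its brighter probe set, and −1.37 and −0.69 on the dimmer.

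Among the genes of the UPR sensors, ERN1, which encodes IRE1, was higher by 1.57 in 2DG (0.57 on its dimmer probe set) and differed by 0.30 with compound C (−0.57 when scaled on the poly-A controls), −1.71 with versipelostatin and −1.22 with phenformin. On the dimmer probe set the 3 differences were −1.31, 0.18 and −0.95. XBP1, whose mRNA IRE1 splices, was higher by 1.03 and gave −1.49, −1.57 and 0.38. The mRNA of ATF4 was higher by 0.76 and gave −0.14, −0.60 and −0.41, and that of ATF6, the membrane-bound transcription factor, was higher by 0.05 and gave −0.40, 0.08 and −0.52, or 0.33 and then −0.42, −0.27 and −0.41 on its dimmer probe set.

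Of the 494 induced probe sets, 68 were inhibited by versipelostatin and phenformin but not by compound C, 33 by compound C alone, 49 by versipelostatin alone and 13 by phenformin alone. Another 18 were shared by compound C and versipelostatin, 17 by compound C and phenformin, and 129 were inhibited by none. The root mean square log2 difference over these 494 probe sets was 1.36 between compound C and versipelostatin in 2DG, 1.21 between compound C and phenformin, and 0.702 between versipelostatin and phenformin. These differences between compounds in 2DG were not tested, since no condition in 2DG has a replicate array. The paper states that compound C inhibits 2DG-inducible genes broadly and that its pattern appeared different from those of the classic inhibitors, and from gene expression profiling and biochemical analysis it concludes that the modes of action are not the same.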

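With each compound in 2DG a large part of the array differed from 2DG alone, and versipelostatin and phenformin differed from it largely in the same probe sets and the same direction. With compound C the immediate early genes ARC and FOS, not above background in 2DG alone, were higher by at least 7.62 and 6.91. EGR1, another immediate early gene, was higher by 5.89 with compound C, 4.32 with versipelostatin and 5.31 with phenformin. By the deposited values SLC38A2, a transporter of neutral amino acids, had the lowest difference with versipelostatin (−5.73) and with phenformin (−5.35). Differences given below as a value "or lower" may be lower than printed, so the order of these lowest differences is not exact.

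After ARC, FOS and EGR1, the genes most above 2DG alone with compound C by the deposited values were GCNA (5.57) and, from a level not above background, the chemokine gene CCL20 (at least 5.40), EID3 (4.88), DCAF4L1 (4.83), TSPAN13 (4.81), LOC100422526 (4.57) and ALDH8A1 (4.41). Most below it were FIGNL1 (−5.13) and, at a level not above background with compound C, SLC33A1, the acetyl-CoA transporter of the ER (−6.28 or lower), FAM217B (−5.13 or lower), the ubiquitin ligase TRIM32 (−4.94), WBP1L (−4.90), the Wnt receptor FZD2 (−4.86), ZBED5 (−4.78), the insulin receptor substrate IRS1 (−4.36), PGRMC2 (−4.03) and CNIH3 (−3.94), so that each of these values is a bound and their order is not exact.

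The top genes of versipelostatin and phenformin overlapped. CREB5, a transcription factor, was higher by 4.83 and 4.58, CCN2, a matrix protein also called CTGF, by 3.89 and 4.15, and ZBTB24 by 3.78 and 3.80. CKMT2-AS1 gave −4.01 or lower and −3.97 or lower, the antiviral gene ZC3HAV1 −4.33, with its value at the limit, and −4.28 or lower, and GBP3, a guanylate binding protein, −4.06 or lower and −4.02 or lower. With versipelostatin the list was completed by H2AC8 (at least 4.24), VMP1 (4.22), SIK1 (3.97), ID2 (3.58), EDN1 (3.57) and MYC (3.45), and by BTBD7 (−4.43), MAML3 (−4.18), SKIL (−4.11), RASA2 (−4.06), ZC3H12C (−3.71 or lower) and RICTOR (−3.43 or lower). With phenformin it was completed by ANKRD1 (4.65), TNFAIP3 (4.57), HMGCS1 (4.32), ATF3 (3.90), CITED2 (3.82) and SNAI2 (3.71), and by GOLGA8A (−4.17), KLF3 (−4.04), KIAA0232 (−4.01 or lower), SLC33A1 (−3.95), SIX4 (−3.78 or lower) and TP53INP1 (−3.50 or lower).

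Of 11 targets of BMP and SMAD signaling measured, 6 were at least 2-fold higher and 1 lower with versipelostatin (median 1.41, percentile 100), 7 higher and 1 lower with phenformin (median 1.57, percentile 100), and 3 higher and 3 lower with compound C (median −0.03, percentile 81.9). NOG, which encodes the BMP antagonist noggin, gave −3.26 or lower with compound C, 2.60 with versipelostatin and 2.23 with phenformin. ID3, an inhibitor of DNA binding, gave 0.02, 2.53 and 1.57, and SMAD7, an inhibitory SMAD, −0.03, 1.87 and 1.80. ID2 was higher with compound C too (3.96), as was BAMBI, a pseudoreceptor (2.69). Against control, ID3 was already at −1.77 in 2DG alone, and SMAD7 at 1.44. In 2DG with phenformin ID3 read 9.23, near its control value of 9.43. The paper reports that compound C reduced SMAD1/5/8 phosphorylation and that versipelostatin and phenformin did not affect it. The arrays do not measure phosphorylation.

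Over all expressed probe sets, 1709 were at least 2-fold higher and 3561 lower with compound C than in 2DG alone, 34.0% of 15503. With versipelostatin 1077 were higher and 2843 lower, and with phenformin 1140 were higher and 3130 lower. The split depends on the scaling, since the median difference of all expressed probe sets was −0.13, −0.11 and −0.19 as deposited. With each array centred on its median, which moved those medians to 0.08, 0.12 and 0.09, the split was 2338 to 2934 for compound C, 1643 to 2109 for versipelostatin and 1787 to 2216 for phenformin. After quantile normalization (medians −0.02, 0.01 and −0.03) it was 2191 to 2986, 1465 to 2208 and 1636 to 2317. Scaled on the poly-A controls, which lowered the medians to −1.003, −0.60 and −0.51, it was 531 to 7773, 541 to 5025 and 740 to 4524. That scaling lowers every difference of a comparison by the same amount, so small positive differences turn negative.

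The root mean square log2 difference between the arrays in 2DG was 1.18 for compound C and versipelostatin, 1.12 for compound C and phenformin and 0.498 for versipelostatin and phenformin. The changes from 2DG correlated across probe sets, which are not independent replicates, with r = 0.47, 0.54 and 0.89 and covariances of 0.606, 0.702 and 0.954. The shared 2DG array alone gave r = 0.50 and a covariance of 0.085 in simulations of unchanged arrays. Lower with both compounds of a pair were 1530, 1799 and 2289 probe sets, against 653, 719 and 574 for independent lists, and higher with both were 508, 528 and 746, against 119, 126 and 79.2. The 2DG array cannot be split, so part of the excess may come from it. Probe sets of the same gene differed in these comparisons with an SD of 0.74 (compound C), 0.81 (versipelostatin) and 0.83 (phenformin), against 0.32 for 2DG and control.

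**Figure D3:**
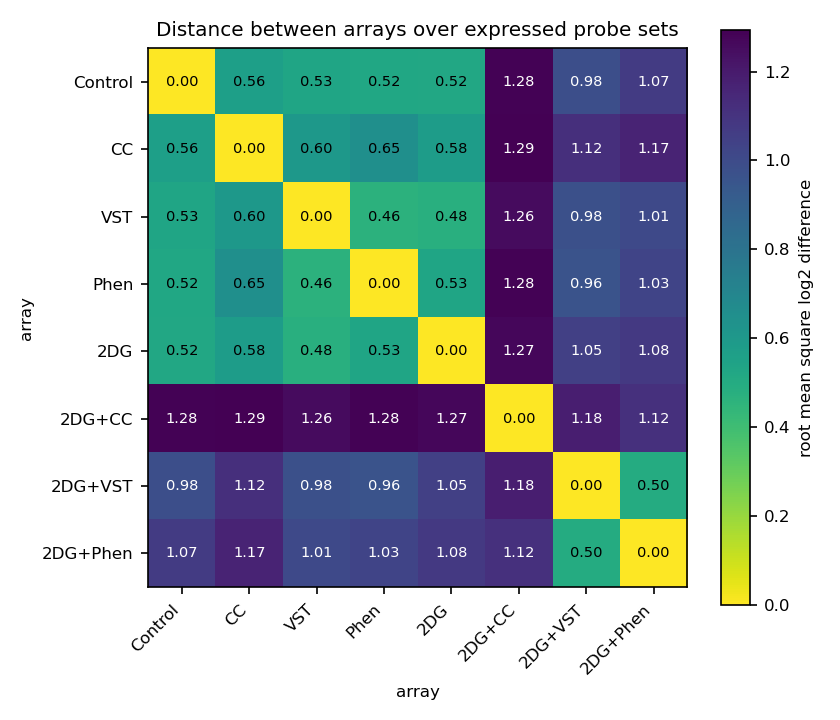
Root mean square log2 difference over expressed probe sets between each pair of the 8 arrays (axes; colour and printed value). Versipelostatin and phenformin in 2DG lie at 0.498, and compound C in 2DG lies at 1.12 or more from every other array.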

The overall expression profile of compound C was also different from those of versipelostatin and phenformin under normal or 2DG stress conditions (Figure S1).

**Figure 2:**
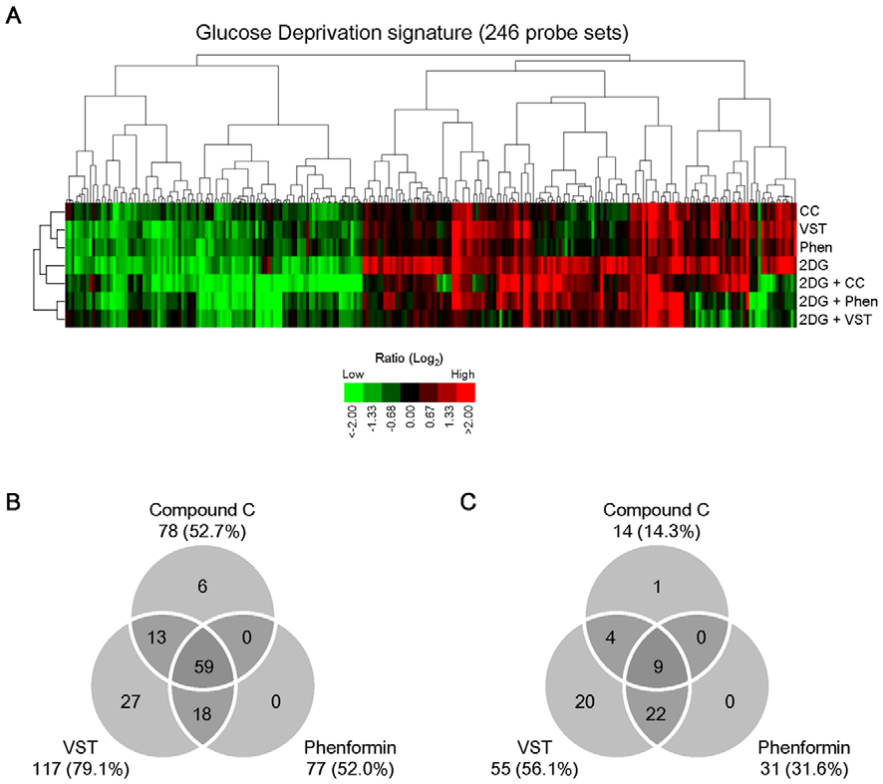
Inhibition of glucose deprivation-induced gene expression by compound C. (A) Glucose deprivation signature, including 246 probe sets (*X* axis) sorted by cluster analysis, displayed with 7 samples (*Y* axis). HT1080 cells were cultured with 10 µM compound C, 10 µM versipelostatin and 100 µM phenformin for 18 h in the presence or absence of 10 mM 2DG. The log ratio for each gene was calculated by setting the expression level in appropriate control sample (non­–drug-treated cells) as 0 (Log_2_ 1). Details of the experimental conditions are provided as Table S1. 2DG, 2-deoxy-D-glucose; CC, compound C; VST, versipelostatin; Phen, phenformin. (B, C) Effects of UPR inhibitors on Glucose Deprivation signature genes. The inhibition efficiency of compound C, versipelostatin and phenformin under 2DG stress conditions was expressed using the relative fold change ratio for each of 246 probe sets, as determined by setting each 2DG-induced fold change in gene expression levels at 100%. Venn diagram shows the number of unique and shared probe sets, which indicated the inhibition efficiency ≧50% in the up-regulated 148 probe sets (B) or down-regulated 98 probe sets (C) of the Glucose Deprivation signature.

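In 2DG without a compound, MYCT1 had the largest difference from control (4.01), followed by TXNIP, which encodes an inhibitor of thioredoxin under the control of glucose-sensing transcription factors (3.47). KIF20A, a kinesin of cytokinesis (−1.90), and HMGCS1, an early enzyme of cholesterol synthesis (−1.62), were lower in 2DG.

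Together with SLC3A2, the genes most above control were INHBE, an inhibin subunit induced by ER stress (2.94), LINC00324 (2.85), OSCAR (2.85), EGR1 (2.66), NUCB2, a calcium-binding protein (2.65), CREBRF, a regulator of the UPR (2.52), and S100P, a calcium-binding protein (2.52). Most below control, besides KIF20A, were ND6, a complex I subunit encoded in mitochondrial DNA (−2.84), DLEU2 (−2.52), UBASH3B (−2.34), PTPRG-AS1 (−2.29 or lower), PSRC1, a spindle protein (−2.04), ID1 (−1.99), CDCA3 and HMMR, both of the cell division cycle (−1.82 each), and DCLK1 (−1.81).

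Of 28 genes of mitosis, 17 were at least 2-fold lower in 2DG and none was higher, with a median of −1.13 (percentile 0). KIF11, the motor that separates the spindle poles, gave −1.56, and CCNA2, which encodes cyclin A, −1.44. Of 29 genes of DNA replication, 9 were at least 2-fold lower and none higher (median −0.80, percentile 0), led by CCNE2, which encodes a cyclin E (−1.80), RRM2, a subunit of ribonucleotide reductase (−1.72), POLE2, a subunit of DNA polymerase epsilon (−1.52), and MCM10, a factor of replication initiation (−1.23). Of 17 genes of cholesterol synthesis, 6 were at least 2-fold lower and none higher (median −0.71, percentile 0). EBP gave −1.46, IDI1 −1.41 and ACAT2 −1.38.

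Apart from the UPR groups, 4 of 17 genes of autophagy and lysosomes were at least 2-fold higher in 2DG (median 0.23, percentile 98.0, and −0.12 when scaled on the poly-A controls), namely WIPI1 (2.32), MAP1LC3B, whose product marks autophagosomes (1.49), the cargo receptor SQSTM1 (1.47) and the protease CTSL (1.00). Of 13 targets of NRF2, the transcription factor of the oxidative stress response, HMOX1, AKR1C1 (1.18) and GCLC, of glutathione synthesis (1.12), were at least 2-fold higher (median 0.43, percentile 100). Of 22 genes of N-glycosylation 1 was, STT3A, a subunit of the oligosaccharyltransferase (1.07), with a list median of 0.48 (percentile 100). Among 4 interferon-induced genes measured, IFIT3 (1.41), IRF9 (1.31) and ISG20 (1.19) were at least 2-fold higher.

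Probe sets at least 2-fold lower numbered 392, for 285 genes, and with the 494 higher ones they made 5.72% of those expressed. When the arrays were scaled on the poly-A controls, which moved the median of all expressed probe sets to −0.34, 203 were higher and 1118 lower. In the simulations of unchanged arrays, a mean of 114 probe sets passed as at least 2-fold lower.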

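HMMR, a spindle protein lower in 2DG, was higher than in 2DG alone by 1.91 with versipelostatin and 1.44 with phenformin, and at 0.04 with compound C. CCNA2 gave 1.59 and 1.26 with versipelostatin and phenformin, and −1.68 with compound C. HMGCS1 was higher by 4.47 with compound C and 3.40 with versipelostatin.

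Of the 28 mitosis genes, 11 were at least 2-fold higher and 1 lower with versipelostatin than in 2DG alone (median 0.85, percentile 100), 5 higher and 1 lower with phenformin (median 0.69, percentile 100), and 1 higher and 11 lower with compound C (median −0.68, percentile 0.63). The largest differences with compound C were those of KIF11 (−3.40), ASPM, a spindle pole protein (−2.53), and the checkpoint kinases TTK (−2.34) and BUB1B (−2.16). KIF20A (1.32) and BUB1 (1.30) followed HMMR and CCNA2 with versipelostatin, and UBE2C, a ubiquitin conjugating enzyme of mitosis (1.15), was among the largest with phenformin, as was ASPM (−1.63).

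Among the 29 DNA replication genes, 10 were at least 2-fold lower and 3 higher with compound C (median −0.11), 6 higher and 1 lower with versipelostatin (median 0.48, and −0.01 when scaled on the poly-A controls) and 2 higher and 3 lower with phenformin (median 0.38). CCNE2 gave −2.40 or lower, −1.14 and −1.27 in this order, and RRM2 gave 1.59 with versipelostatin and 1.37 with phenformin. GINS1, of the replicative helicase, gave −2.42 with compound C, and PCNA, the sliding clamp of the polymerases, −1.93.

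Of 17 genes of cholesterol synthesis, 5 were at least 2-fold higher and none lower with compound C, with a median of 0.66 that turned to −0.21 when scaled on the poly-A controls. With versipelostatin 4 were higher and 1 lower (0.40, turning to −0.09), and with phenformin 4 were higher and 1 lower (0.49). ACAT2 was higher by 1.31 with compound C, 1.31 with versipelostatin and 0.99 with phenformin, EBP by 1.33, 1.27 and 0.83, and MSMO1, a methylsterol oxidase, by 1.15, 0.95 and 1.32. ID1, also lower in 2DG, gave −0.19, 1.41 and 0.97.

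A probe set counted as reversed when its fold below control with 2DG and the compound was at most 50% of that in 2DG alone. Compound C reversed 126 of the 392 probe sets (32.1%, Wilson interval 27.7% to 36.9%), versipelostatin 185 (47.2%, 42.3% to 52.1%) and phenformin 106 (27.0%, 22.9% to 31.6%). Matched probe sets that 2DG left unchanged were at least 2-fold higher in 20.1%, 10.8% and 12.6%. Lower still by at least 2-fold were 77 of the 392 with compound C, 14 with versipelostatin and 33 with phenformin. All 3 compounds reversed 55 probe sets (16.1 for independent lists, 1.25 in simulations of unchanged arrays), and 166 were reversed by none. Neither 16.1 nor 1.25 allows for the 383 expressed probe sets at least 2-fold higher with all 3 compounds. Compound C and versipelostatin shared 94 (59.5 for independent lists), compound C and phenformin 58 (34.1), and versipelostatin and phenformin 94 (50.0).

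These shares depend on the probe set measured and on the scaling. On another probe set of the same gene they were 20.1%, 25.8% and 18.3%, against 36.3%, 53.2% and 26.7% on the probe set chosen, over the same 427 pairs. Scaled on the poly-A controls, the shares were 5.55%, 11.4% and 9.66% of 1118 probe sets, and with each array centred on its median that of phenformin was 41.4%.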

We next compared the effects of compound C with those of the classic inhibitors on the UPR signaling pathways that originated from PERK, ATF6 and IRE1 (Figure 3). Similar to versipelostatin and phenformin, compound C had no effect on 2DG-induced PERK activation (as shown by phosphorylation-mediated band shifts) in HT1080 and 786-O cells although it tended to decrease PERK expression levels under normal conditions (Figure 3A). As previously reported [15], [16], versipelostatin, as well as phenformin, suppressed 2DG-induced expression of the PERK-downstream transcription factor ATF4, which was accompanied by hyperactivation of 4E-BP1 (as shown by hypophosphorylation-mediated band shifts) (Figure 3A). However, compound C did not produce these events, which were associated with UPR inhibition by the classic inhibitors (Figure 3A). As to the signaling pathway of ATF6, we examined the proteolytic cleavage of overexpressed and endogenous ATF6 under 2DG stress conditions. In HT1080 cells, versipelostatin inhibited 2DG-induced ATF6 activation, but compound C did not (Figure 3B). In 786-O cells, whereas endogenous active/cleaved p50ATF6 was not detected, it was observed that p90ATF6 decreased as a result of cleavage activation under 2DG stress conditions (Figure 3C). Compound C did not inhibited 2DG-induced p90ATF6 protein reduction in 786-O cells. To examine the signaling pathway of IRE1, we used XBP1-Luc/HT1080 cells which stably expressed a reporter gene for monitoring the IRE1-splicing activity. Versipelostatin suppressed 2DG-induced, but not tunicamycin-induced, reporter activity, whereas compound C enhanced the reporter activity induced by both stressors (Figure 3D). Consistently, RT-PCR analysis revealed that compound C, but not versipelostatin, sustained the ratio of the IRE1-mediated, spliced form of XBP1 mRNA at high levels under 2DG stress conditions (Figure 3E), in spite of a decrease in the endogenous total XBP1 mRNA levels (Figure 3F). Collectively, these results indicate that compound C inhibited the UPR transcription program during glucose deprivation, possibly through a mechanism different from those of the classical UPR inhibitors versipelostatin and phenformin.

**Figure 3:**
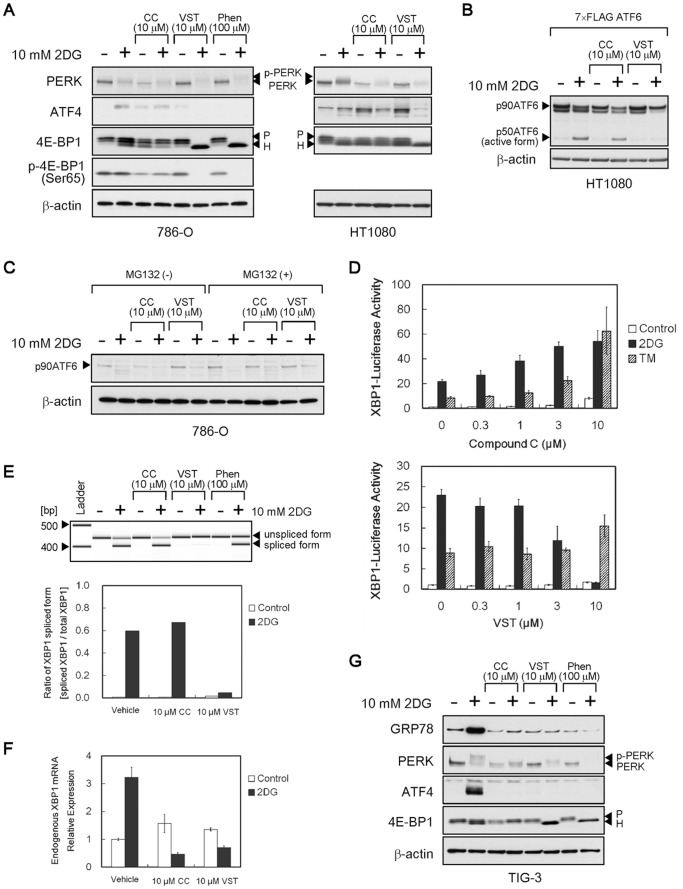
Effects of compound C on the UPR signaling pathway. (**A**–**C**) **Immunoblot analysis of UPR-related proteins.** In A, HT1080 (*right*) and 786-O cells (*left*) were treated for 18 h with compound C, versipelostatin or phenformin in the presence (+) or absence (−) of 10 mM 2DG. In B, HT1080 cells were transfected with 100 ng of 7× FLAG-tagged ATF6 plasmid (expressed FLAG-tagged full-length p90ATF6) and treated for 6 h with compound C or versipelostatin in the presence (+) or absence (−) of 10 mM 2DG. For better detection of the p50ATF6/active form, MG132 was included during exposure of cells to 2DG. In C, 786-O cells were treated for 6 h with compound C and versipelostatin in the presence (+) or absence (−) of 10 mM 2DG and MG132. β-actin was used as a loading control. (D) XBP1 reporter assay. XBP1-Luc/HT1080 cells were transfected with phRL-CMV and exposed to stress (10 mM 2DG or 5 µg/mL of tunicamycin) for 18 h with compound C and versipelostatin. Results shown are the means ± SD of quadruplicate determinations. (E, F) Quantitative PCR (E) and real-time PCR (F) analysis of XBP1 transcript. HT1080 cells were treated with compound C and versipelostatin for 18 h under normal or 2DG stress conditions. In *E*, PCR products were analyzed by Agilent 2100 Bioanalyzer (gel-like image, *upper*). Relative ratios of XBP1 mRNA splicing valiant were calculated by setting each total expression amount of XBP1 mRNA in cells as 1 (graph, *lower*). Two independent experiments were performed to confirm the reproducibility. In F, relative expression levels of endogenous XBP1 mRNA were calculated by setting each normal expression level from non–drug-treated cells as 1. Results shown are the means ± SD. (G) Immunoblot analysis of UPR-related proteins. TIG-3 cells were treated for 18 h with compound C, versipelostatin or phenformin in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control. 2DG, 2-deoxy-D-glucose; TM, tunicamycin; CC, compound C; VST, versipelostatin; Phen, phenformin.

Next, we used human lung fibroblast TIG-3 cells to assess the effect of compound C on the UPR signaling pathways in non-tumor cell types. As shown in Figure 3G, treating TIG-3 cells with 2DG induced GRP78 protein accumulation and activation of the PERK and ATF4 signaling pathway. Similarly to versipelostatin and phenformin, compound C suppressed 2DG-induced accumulation of GRP78 and ATF4 proteins in TIG-3 cells under 2DG stress conditions. As observed in tumor cells, compound C also tended to decrease PERK expression levels under normal conditions and did not induce hyperactivation of 4E-BP1 under 2DG stress conditions. These results suggest that compound C as well as versipelostatin and phenformin can prevent the UPR activation during glucose deprivation in certain normal cells, in addition to tumor cells.

### AMPK is Dispensable for UPR Activation

Compound C is known as an inhibitor of AMPK [20], and we examined whether compound C indeed affected AMPK activity during glucose deprivation. Immunoblot analysis revealed that phosphorylation levels of the catalytic α subunit of AMPK were increased by exposure of HT1080 cells to 2DG, whereas both basal and 2DG-induced phosphorylation levels were clearly reduced when compound C was added (Figure 4A, and Figure S2 for longer exposure periods). Measurements of cellular kinase activity using an ELISA-based assay system confirmed that compound C did reduce the endogenous AMPK activity regardless of cell culture conditions (Figure 4B, C).

**Figure 4:**
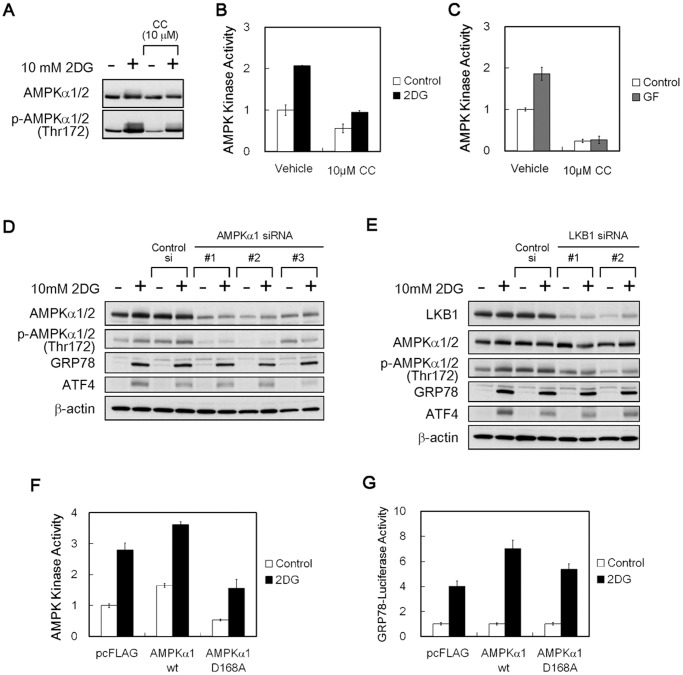
Effects of the AMPK kinase activity inhibition on GRP78 accumulation. (A) Immunoblot analysis. HT1080 cells were treated with compound C for 4 h in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control. (B, C) AMPK kinase assay. HT1080 cells were treated with compound C for 2 h under 2DG stress (B) or glucose withdrawal (C) conditions. CC, compound C; GF, glucose-free. Results shown are the means ± SD of triplicate determinations. (D, E) Immunoblot analysis. HT1080 cells were transfected with AMPKα1 (D) or LKB1 siRNA (E) and cultured for 18 h in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control. (F) AMPK kinase assay. HT1080 cells were transfected with plasmid subcloned wild-type AMPKα1 or dominant negative D168A, and cultured for 2 h under normal or 2DG stress conditions. A pcFLAG vector was used as a control. Results shown are the means ± SD of duplicate determinations. (G) Reporter assay. HT1080 cells were co-transfected with pGRP78pro160-Luc and plasmid-expressed wild-type AMPKα1 or dominant negative D168A and were cultured for 18 h under normal or 2DG stress conditions. A pcFLAG vector was used as a control. Relative ratios of 2DG-induced promoter activities were calculated by setting normal activation level in each cell as 1. Results shown are the means ± SD of quadruplicate determinations. 2DG, 10 mM 2-deoxy-D-glucose.

To examine the possibility that AMPK inhibition might be involved in UPR inhibition, we used three approaches to modifying AMPK activity in HT1080 cells: AMPKα1 knockdown, LKB1, a major upstream kinase of AMPK [22], [23] knockdown, and overexpression of a dominant negative AMPKα1. AMPKα1 knockdown effectively reduced AMPKα protein but did not suppress GRP78 induction under 2DG stress conditions (Figure 4D). LKB1 knockdown effectively reduced AMPKα phosphorylation but did not prevent GRP78 induction (Figure 4E). Furthermore, we found that overexpression of the kinase-inactive form AMPKα1-D168A successfully reduced AMPK kinase activity in the cells by approximately 50% in the presence or absence of 2DG (Figure 4F) but did not inhibit GRP78 promoter activity (Figure 4G). These results indicate that AMPK was not required for UPR activation during glucose deprivation, although compound C could inhibit AMPK at the same concentrations necessary to inhibit the UPR.

### Inhibition Activities Against BMP and UPR are Different

Compound C has been shown to block SMAD1/5/8 phosphorylation by inhibiting BMP signaling pathways [21], [24]. Indeed, we found that compound C profoundly reduced phosphorylation levels of SMAD1/5/8 as well as SMAD1 expression levels in HT1080 cells (Figure 5A). The classic UPR inhibitors versipelostatin and phenformin had no effect on SMAD phosphorylation, although 2DG had a moderate effect. A dose-dependent experiment revealed that compound C inhibited SMAD1/5/8 phosphorylation at as low as 1 µM, a concentration that did not inhibit 2DG-induced GRP78 expression (Figure 5B). LDN-193189, a compound C analog that is more selective as a BMP signaling inhibitor (Figure 5C) [24], [25], [26], also reduced SMAD1/5/8 phosphorylation more potently than compound C but did not inhibit 2DG-induced GRP78 expression (Figure 5D). Consistent with these results, SMAD1 knockdown hardly affected the GRP78 protein accumulation under 2DG stress conditions (Figure S3). These results indicated that inhibition activities of compound C were clearly different for the BMP signaling and the UPR.

**Figure 5:**
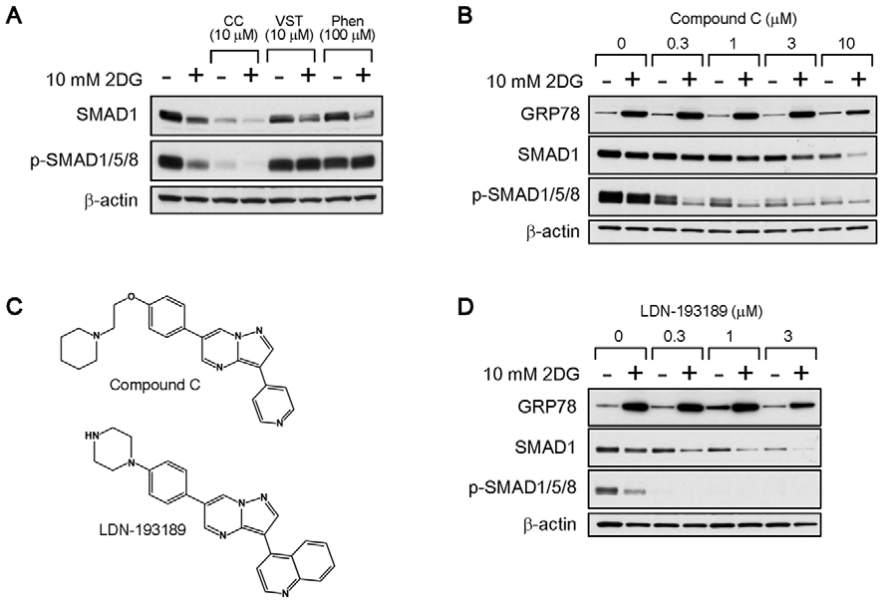
Effects of the inhibition of SMAD phosphorylation on GRP78 accumulation. (A) Immunoblot analysis. HT1080 cells were treated with compound C, versipelostatin or phenformin for 18 hours in the presence (+) or absence (−) of 10 mM 2DG. CC, compound C; VST, versipelostatin; Phen, phenformin. β-actin was used as a loading control. (B, D) Immunoblot analysis. HT1080 cells were treated with various concentrations of compound C (B) or LDN-193189 (D) for 18 hours in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control. (C) Structure of compound C and LDN-193189.

### Synergy between Compound C and Classical UPR Inhibitors

Given that compound C and classic UPR inhibitors had different mode of actions on UPR inhibition, we examined the potential of their combined use. For this purpose, we predetermined the experimental conditions, where compound C exerted sublethal toxicity during glucose deprivation. Under these conditions, compound C showed similar weak cytotoxicity in the presence or absence of 2DG (Figure S4). We found that treating 786-O cells with combination compound C and phenformin caused greater cytotoxicity than did either compound alone under 2DG stress conditions (Figure 6A, *lower*). Isobologram analysis revealed that this combination produced synergistic cytotoxicity under 2DG stress conditions (Figure 6B). Importantly, the compound C–phenformin combination did not enhance cytotoxicity under normal growth conditions (Figure 6A, *upper*). Enhanced cytotoxicity was seen when compound C was used in combination with versipelostatin and buformin in 2DG-stressed 786-O cells (Figure 6C, D) and in combination with phenformin in HT1080 cells under glucose withdrawal conditions (Figure 6E). As shown in Figure 6F and 6G, the combination of compound C and phenformin resulted in enhanced inhibition of GRP78 promoter activity and GRP78 protein accumulation under 2DG stress conditions (Figure 6F, G).

**Figure 6:**
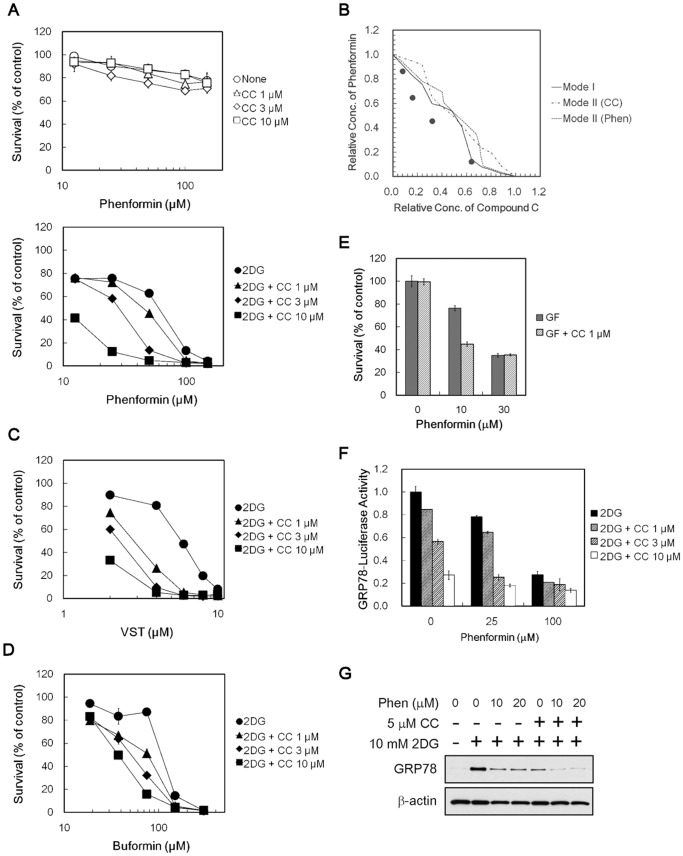
Combined effects of compound C and biguanides/versipelostatin in cancer cells during glucose deprivation. (A) MTT assay. 786-O cells were treated with compound C and phenformin under normal (*upper*) or 10 mM 2DG stress (*lower*) conditions. Results shown are the means ± SD of quadruplicate determinations. (B) Isobologram analysis for combined effects of compound C and phenformin under 2DG stress conditions. (C, D) MTT assay. 786-O cells were treated with compound C and versipelostatin (C) or buformin (D) in the presence of 10 mM 2DG. Results shown are the means ± SD of quadruplicate determinations. (E) MTT assay. HT1080 cells were treated with 1 µM compound C and 10 µM phenformin during glucose withdrawal. Results shown are the means ± SD of duplicate determinations. (F) Reporter assay. HT1080 cells were transfected with pGRP78pro160-Luc and treated with compound C and phenformin for 18 h in the presence of 10 mM 2DG. Results shown are the means ± SD of quadruplicate determinations. (G) Immunoblot analysis. HT1080 cells were treated for 6 h with various concentration of phenformin in the presence (+) or absence (−) of 10 mM 2DG and 5 µM compound C. β-actin was used as a loading control. GF, glucose-free; CC, compound C; Phen, phenformin.

## Discussion

We have identified compound C as a novel, small-molecule inhibitor of the UPR transcription program. Similar to previously discovered inhibitors versipelostatin and biguanides, compound C’s UPR-inhibitory activity and enhanced cytotoxicity depended on glucose deprivation. However, our gene expression profiling and biochemical analysis revealed that the mode of action of compound C was not the same as versipelostatin and phenformin. The differential modes of action were further supported by synergistic interactions between compound C and the classic inhibitors on both UPR inhibition and cell death induction during glucose deprivation. We also demonstrated that UPR-inhibitory activity of compound C was dissociated with its known activities, including AMPK and BMP signaling inhibition.

In agreement with previous study, compound C inhibited AMPK phosphorylation under normal growth and glucose deprivation conditions. Whereas AMPK activation has been shown to promote metabolic changes to maintain cell proliferation and survival, recent reports indicated that AMPK also inhibited the ATP-catabolic processes and caused cell-growth arrest and/or apoptosis [27]. Thus, AMPK signaling pathway can mediate opposite, prosurvival and proapoptotic functions, depending on cell types and/or cell conditions, but the regulatory mechanism is unknown. In this context, although our present data demonstrate that AMPK is dispensable for UPR activation during glucose deprivation, it is still possible that the AMPK signaling pathway can be involved in determining cellular fate during glucose deprivation through the identified and/or unidentified mechanisms.

Apart from AMPK and BMP signaling, compound C has been shown to exert certain “off-target” biological effects, such as inhibiting vascular endothelial growth factor type II receptor and inhibiting hypoxia-inducible factor-1 activation [26], [28], [29]. It is conceivable that these multiple biological effects stem, at least in part, from existence of multiple targets for this drug. In fact, kinase inhibition profiling, using a panel consisting of over 70 recombinant protein kinases, has revealed that compound C not only inhibits AMPK but also a number of other kinases with similar or greater potencies [30]. Although it is currently unknown whether compound C–sensitive kinases can be involved in UPR regulation, the UPR is regulated by many kinases, e.g. the ER-localized stress sensor PERK [1], [3]. In this context, it would be interesting to conduct a structure-activity relation (SAR) study of compound C analogs for novel kinase inhibitors that modulate the UPR, like the previously successful SAR study of development of the selective BMP signaling inhibitor LDN-193189 [25].

It would also be interesting to search for chemicals that exert similar biological effects. For example, we recently developed a chemical genomics approach to searching glucose deprivation–selective UPR inhibitors, based on gene expression profiling with versipelostatin and biguanides [15], [31]. In fact, using this approach with the Connectivity Map system [32], we have succeeded in identifying several chemicals as UPR inhibitors. Those include an antihelminthic pyrvinium pamoate, a potassium ionophore valinomycin and the PKC inhibitor rottlerin [15], [31]. We noted that these chemicals showed remarkable similarity in their modes of action, in spite of differences in chemical structure, and have reported our discovery of the common mechanisms leading to UPR inhibition [15], [16], [17]. Similar chemical genomics approaches, as well as other informatics-based approaches [33], may be applicable to compound C and its analogs and lead to discovering a new class of small-molecule inhibitors with unique UPR inhibition mechanisms.

Considering the development of new inhibitors, it will be important to know the activity against non-tumor cells. In this report, we demonstrated that compound C, as well as known UPR inhibitors versipelostatin and phenformin, inhibited GRP78 accumulation both in tumor and non-tumor cells during glucose deprivation. The activity may provide an advantage for using these UPR inhibitors as antitumor agents, because various non-tumor normal cells assist tumor development under microenvironmental conditions, including glucose deprivation. On the other hand, there is a possibility that compound C has potential adverse effects in certain normal cells. In fact, the UPR can be a cellular adaptive mechanism to cope with wide variety of ER stress both in tumor and normal tissues. As shown, compound C reduced PERK protein in tumor and non-tumor cells under normal growth conditions, which may cause diminished potential for certain cells to resist ER stress. Nevertheless, the UPR inhibitors used in this study can be useful for cancer therapy, because they inhibit UPR activation selectively during glucose deprivation. Notably, glucose deprivation is a common feature in poorly vascularized solid tumors, but not observed in normal tissues. Thus, we believe that disrupting the UPR during glucose deprivation would be an attractive approach to cancer treatment.

Our present findings may also be useful to establish the concept that combining different types of UPR inhibitors can produce synergistic cell death. As shown, the use of a single UPR inhibitor can suppress the UPR transcription program to the extent that it sensitizes cancer cells to stress. However, it is well-known that regulation of the UPR is a complicated process that involves at least three independent signaling pathways: ATF6, IRE1, and PERK [1], [3]. In fact, the single gene targeting of ATF6, IRE1, or PERK only partially affects the UPR transcription program [6], [34]. It is likely, therefore, that redundancy of UPR regulation mechanisms could compensate for inhibition of a single signaling pathway. This notion would provide a rationale to use simultaneously different types of inhibitors to completely disrupt the UPR. The concept of the combined use is interesting, especially when considering that some clinically useful antitumor agents are capable of modulating the UPR [14], [35], [36].

In conclusion, this study shows compound C to be an attractive lead chemical to develop a molecular probe and ultimately a novel antitumor drug that targets the complex UPR regulatory network.

## Materials and Methods

### Chemicals

Compound C (6-[4-(2-Piperidin-1-yl-ethoxy)-phenyl)]-3-pyridin-4-yl-pyrazolo [1,5-a]-pyrimidine, dorsomorphin; Calbiochem, Darmstadt, Germany) and versipelostatin [14] were prepared as a stock solution of 10 mM in dimethyl sulfoxide (DMSO). Phenformin (Sigma, St. Louis, MO, USA), buformin (Wako, Osaka, Japan) and 2-deoxy-D-glucose (2DG) (Sigma) were dissolved in sterilized distilled water at stock concentrations of 1 M, 100 mM and 2 M, respectively. LDN-193189 (Wako), tunicamycin (Nacalai Tesque, Kyoto, Japan) and MG132 (Peptide Institute, Osaka, Japan) were dissolved in DMSO at stock concentrations of 10 mM, 4 mg/mL and 10 mM, respectively. All the stock solutions were stored at −20°C. DMSO represented less than 0.5% of the medium volume.

### Cell Culture and Treatments

Human fibrosarcoma HT1080 (CCL-121), renal cell carcinoma 786-O (CRL-1932) and cervical carcinoma HeLa cells (CCL-2) were obtained from the American Type Culture Collection (Manassas, VA, USA). Human fetal lung fibroblast TIG-3 cells (JCRB0506) were obtained from the Japanese Collection of Research Bioresources (Osaka, Japan). Cells were maintained in RPMI-1640 medium (Wako; for HT1080, 786-O and TIG-3 cells) or in Dulbecco’s modified Eagle’s medium (DMEM) (Wako; for HeLa cells). Both media, containing 2 mg/mL of glucose, were supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 100 µg/mL of kanamycin. All cell lines were cultured at 37°C in a humidified atmosphere containing 5% CO_2_ as the normal growth condition.

To induce the UPR, we treated cells for various times under ER stress conditions by replacing the medium with glucose-free medium (glucose withdrawal) or by adding either 2DG or tunicamycin to glucose-containing medium. The glucose-free RPMI-1640 and DMEM (Invitrogen, Carlsbad, CA, USA) were supplemented with 10% heat-inactivated FBS [37]. Compound C, versipelostatin and phenformin were added at various final concentrations immediately after cells were placed in glucose-free medium or just before the chemical stressors were added to glucose-containing culture medium. In some immunoblot analyses, we treated cells with the proteasome inhibitor MG132 at 10 µM during exposure to the UPR inducers.

### Plasmids and Transfection

The pcFlag vector, the pGRP78pro160-Luc and the 7× FLAG-tagged ATF6 have been described previously [14], [38]. cDNA of the human AMPK wild-type α1 subunit was subcloned into the KpnI/EcoRI site of pcFlag plasmid vector (pAMPKα1-wt). The AMPK α1 dominant negative form (pAMPKα1-D168A), in which Asp168 was replaced with alanine [39], was generated using a QuikChange site-directed mutagenesis kit (Stratagene, La Jolla, CA, USA) according to the manufacturer’s instructions. The sequences of oligonucleotides using mutagenesis were: Fw: 5′- GAA TGC AAA GAT AGC TGC TTT TGG TCT TTC AAA C - 3′, Rv: 5′- GTT TGA AAG ACC AAA AGC AGC TAT CTT TGC ATT C - 3′. The proper construction of plasmids was confirmed by DNA sequencing. Transient transfections of plasmid DNA were performed using the Lipofectamine 2000 Reagent (Invitrogen) with antibiotic-free RPMI-1640 medium supplemented with 5% FBS, according to the manufacturer’s protocol.

### Stable XBP1-Luc/HT1080 Cell Lines

For XBP1-Luc/HT1080 cells that stably overexpressed the XBP1-Luc reporter gene [15], we generated the FLAG-tagged XBP1-Luc cloned into the pLPCX retroviral vector (Clontech, Mountain View, CA, USA). A high-titer virus stock was produced by transfecting pLPCX-XBP1-Luc into AmphoPack-293 cells (Clontech) and infecting HT1080 cells according to the manufacturer’s instructions.

### RNAi Experiments

Small interfering RNA knockdown experiments were performed with Stealth RNAi (Invitrogen). Stealth RNAi for AMPKα1 and LKB1 are as follows: PRKAA1 (HSS108454, HSS108455, HSS108456), STK11 (HSS110329, HSS110330). The Stealth RNAi negative control (Invitrogen) was used as an siRNA control. Transfections were performed using the Lipofectamine RNAiMAX transfection reagent (Invitrogen) with antibiotic-free RPMI-1640 medium supplemented with 5% FBS, according to the manufacturer’s protocol.

### Reporter Assay

A reporter assay was performed as described previously [14] (see also Text S1). Briefly, HT1080 cells were transfected with firefly luciferase–containing reporter plasmids (pGRP78pro160-Luc) and renilla luciferase–containing plasmid phRL-CMV (Promega, Fitchburg, WI, USA) as an internal control. XBP1-Luc/HT1080 cells were transfected with only phRL-CMV. Relative activity of firefly luciferase to renilla luciferase (mean ± SD of triplicate determinations) was determined using the Dual-Glo Luciferase Assay System (Promega).

### Immunoblot Analysis

Immunoblot analysis was performed as described previously [14] (see also Text S1). Briefly, equal amounts of proteins were resolved on an SDS-polyacrylamide gradient gel and transferred by electroblotting onto a nitrocellulose membrane. Membranes were probed with the indicated primary antibodies. The specific signals were visualized with a chemiluminescence detection system using appropriate secondary antibodies (PerkinElmer, Waltham, MA, USA).

### Cell Viability Assay

The 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay was performed, as described previously [14] (see also Text S1). Briefly, HeLa and 786-O cells were treated with various concentrations of compound C, versipelostatin and phenformin in the presence or absence of 10 mM 2DG or 1 µg/mL of tunicamycin as a stressor for 30 h in 96-well plates. For the combination study, 786-O cells are treated with various concentrations of UPR inhibitors in the presence or absence of 10 mM 2DG for 24 h. The medium was then replaced with fresh growth medium, and cells were cultured for a further 15 h. Subsequently, MTT (Sigma) was added to the culture medium, and the absorbance of each well was determined as described previously [40]. For the viability assay under glucose-withdrawal conditions, HT1080 cells were treated with various concentrations of compound C and phenformin in 12-well plates in the presence or absence of glucose for 18 h, seeded in 96-well plates with growth medium, and then cultured for a further 48 h before MTT was added. Relative cell survival (mean ± SD of quadruplicate determinations) was calculated by setting each control absorbance from untreated cells as 100%. The effects of drug combinations at concentrations producing 80% cell growth inhibition (IC_80_) were analyzed using the isobologram method [41].

### Microarray Analysis

Microarray analysis was done according to standard Affymetrix protocols using GeneChip Human Genome U133 Plus 2.0 arrays (see also Text S1). The microarray data sets were deposited in the national Center for Biotechnology Information Gene Expression Omnibus under the series accession No. GSE32911.

### PCR Analysis

Detection of splicing variants and quantitative real-time PCR of endogenous XBP1 mRNA were performed as described previously [14], [15] (see also Text S1). Briefly, HT1080 cells were seeded in 6-well plates and treated with compound C and versipelostatin in the presence or absence of 10 mM 2DG for 18 h. Total RNA was isolated from the cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany) and converted to cDNA with SuperScript II reverse transcriptase (Invitrogen). To detect the XBP1 mRNA splicing valiant, each cDNA was amplified using specific primer pairs with Taq DNA polymerase (Roche) and then each PCR product was analyzed with the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The quantitative real-time PCR was performed using FAM-labeled D-LUX primer sets (Invitrogen) and analyzed with the ABI PRISM 7700 (Applied Biosystems, Foster City, CA, USA).

### AMPK Kinase Assay (ELISA Assay)

HT1080 cells were seeded in 24-well plates (2×10^4^ cells per well) and treated with compound C in the presence or absence of glucose or 10 mM 2DG for 2 h. HT1080 cells that overexpressed the wild-type and dominant negative AMPKα1 were prepared by transfecting plasmid DNA (pAMPKα1-wt, pAMPKα1-D168A and pcFlag as a control) in 6-well plates, seeding in 24-well plate and treating with UPR inhibitors. Cells were lysed with cell lysis buffer (20 mM Tris-HCl, pH 7.5, 250 mM NaCl, 10% glycerol, 0.5% NP-40, 1 mM EDTA, 1 mM EGTA, 0.2 mM PMSF, 1 µg/mL pepstatin, 0.5 µg/mL leupeptin, 5 mM NaF, 2 mM Na_3_Vo_4_, 2 mM β-glycerophosphate, 1 mM DTT). Relative AMPK kinase activity (mean ± SD of duplicate determinations) to control sample (vehicle or pcFlag under normal growth conditions) was determined using the CycLex AMPK kinase assay kit (CycLex Co., Ltd., Nagano, Japan) according to the manufacturer’s instructions.

## Supporting Information

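In normal growth medium, without 2DG, many targets of ATF4 stood above control with compound C and versipelostatin, and fewer with phenformin. DDIT4 was higher by 3.55 with compound C, 4.28 with versipelostatin and 1.81 with phenformin. CCL20, a chemokine gene, was higher by 5.26 with compound C, and FN1, which encodes the matrix protein fibronectin, by 3.54 with phenformin. ND6 gave −2.09, −3.38 and −3.59 with compound C, versipelostatin and phenformin.

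Of the 30 ATF4 targets, 21 were at least 2-fold higher with compound C and none lower (median 1.33), 22 higher and 1 lower with versipelostatin (median 1.397) and 8 higher and none lower with phenformin (median 0.69), each at percentile 100. These medians and that in 2DG alone share 1 control array, so they are not separate results. Part of the rise they have in common may come from that array. With compound C, NUPR1 gave 2.60, ASNS 2.50 and ATF3 2.45. With versipelostatin, PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, gave 3.00, DDIT3 2.97 and ASNS 2.84. With phenformin, ATF3 gave 2.06 and ASNS 2.04. The ER chaperones did not follow, with medians of −0.19, −0.02 and −0.06, and CALR, which encodes calreticulin, was at −1.06 with compound C.

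After CCL20, and with DDIT4 among them, the genes most above control with compound C were CEMIP, a hyaluronan-binding protein (4.98), TSC22D3, a gene induced by glucocorticoids (3.44), INHBE (3.30), S100P (3.24), the cytokine GDF15 (3.07), SMOX (2.97), EGR1 (2.94) and NR4A2 (2.74). Most below it were SYNE1 (−2.98), DCLK1 (−2.82), ID3 (−2.70), OPN3 (−2.56), TRA2A (−2.46), DDX46 (−2.36), the collagenase MMP1 (−2.34), SPP1, which encodes osteopontin (−2.28), and PTX3 (−2.17). With versipelostatin INHBE (3.89), GDF15 (3.72), TNFSF15 (at least 3.33), FUT1 (3.21), EGR1 (3.13) and S100P (3.13) were highest after DDIT4. CCNE2 (−2.91), DCLK1 (−2.83), ZNF367 (−2.48), CBX2 (−2.14), NAP1L3 (−2.12), NCOA5 (−2.03), E2F8 (−1.95), TCF19 (−1.93) and SYTL2 (−1.88) were lowest after ND6. With phenformin TSC22D3 (4.39), EGR1 (3.04), RHOB (2.88), SMIM14 (at least 2.85), PDE2A (2.75), ACYP2 (2.74), TUBA1A (2.36), INHBE (2.25) and TNFSF15 (at least 1.82) joined FN1. NUP98 (−2.79), DLEU2 (−2.40), SYNE1 (−2.34), DCLK1 (−2.21), SRSF6 (−2.21), SFPQ (−2.20), the transferrin receptor TFRC (−1.99), MAT2A (−1.90) and TRIM25 (−1.89) were lowest after ND6.

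Of 11 targets of BMP and SMAD signaling, 5 were at least 2-fold lower and none higher with compound C (median −0.33, percentile 1.22), with ID1 at −1.32, ID2 at −1.20, NOG at −1.08 and SMAD9 at −1.04 beside ID3. With versipelostatin 1 was lower and none higher (median −0.11), and with phenformin none was lower and 1 higher (median 0.02). Of 12 cytokine genes and targets of NF-κB, 6 were at least 2-fold higher with compound C and none lower (median 0.98, percentile 100), among them IL6 (2.07), IL1B (1.81) and IER3 (1.22). With versipelostatin 4 were higher (median 0.58, percentile 99.9), among them CXCL3 (2.74), IL6 (1.87) and IL1A (1.83), and with phenformin 4 were lower and none higher (median −0.26, percentile 7.3), among them CXCL3 (−1.47) and CXCL8 (−1.37).

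Versipelostatin had the most DNA replication genes below control, 17 of 29 and none above (median −1.14), against 3 with compound C (−0.54) and 7 with phenformin (−0.62), each at percentile 0. MCM10 gave −1.80, GINS1 −1.73 and POLE2 −1.60 with versipelostatin. Of 17 cholesterol synthesis genes, 4 were at least 2-fold lower with versipelostatin (median −0.76, percentile 0) and 4 higher with phenformin (median 0.55, percentile 100), with EBP and IDI1 at −1.22 each and HMGCS1 at 1.78. Phenformin also had 6 of 16 matrix and TGF-β genes at least 2-fold above control (median 0.54, percentile 100), such as ACTA2, a smooth muscle actin (2.01), and 21 genes of ribosome biogenesis at a median of −0.56 (percentile 0), such as NOP16 (−1.03).

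At least 2-fold higher and lower than control were 669 and 443 probe sets with compound C, 443 and 522 with versipelostatin and 426 and 479 with phenformin. For compound C the split was 536 to 563 with each array centred on its median, and scaled on the poly-A controls it was 519 to 590 for compound C and 193 to 1259 for phenformin, whose medians over all expressed probe sets then lay at −0.07 and −0.32. The root mean square log2 difference was 0.604 between compound C and versipelostatin, 0.647 between compound C and phenformin and 0.463 between versipelostatin and phenformin. The changes correlated across probe sets with r = 0.40, 0.30 and 0.62 and covariances of 0.119, 0.087 and 0.172, where unchanged arrays against the same control gave 0.50 and 0.085. Between arrays that share no reference, the change with a compound alone and its change in 2DG correlated with r = 0.05 for compound C, −0.04 for versipelostatin and 0.08 for phenformin.

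**Figure D4:**
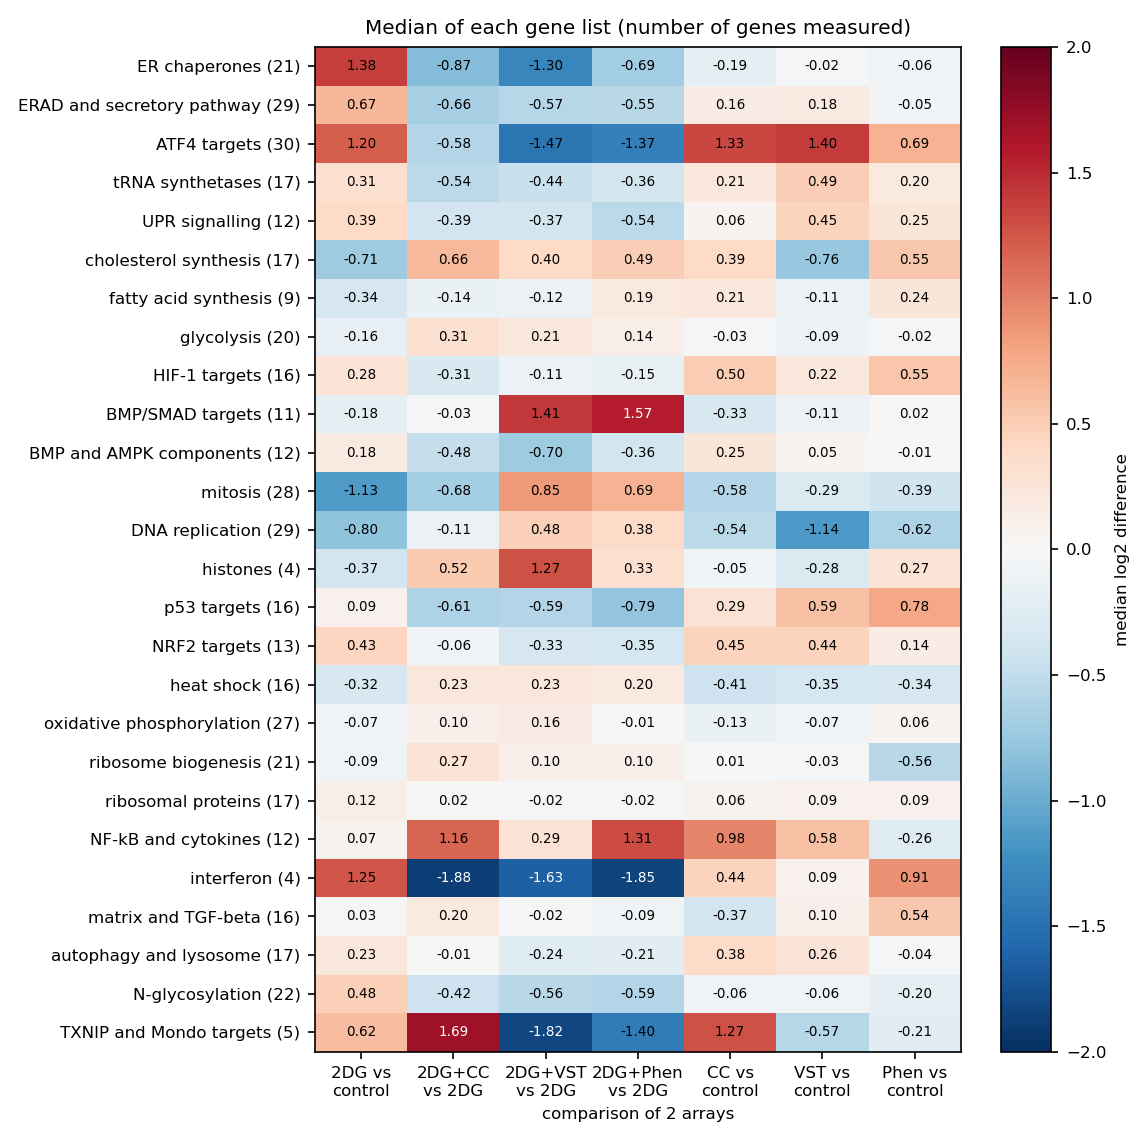
Median log2 difference (colour and printed value) of each gene list (y axis, with the number of genes measured) in each comparison of 2 arrays (x axis). ATF4 targets have positive medians in 2DG and with each compound alone, and negative medians with each compound in 2DG. Comparisons with control share the single control array, and those with 2DG alone share the single 2DG array.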

Figure S1 **Heat map of significantly expressed 8,778 probe sets in microarray analysis.** 8,778 probe sets (*X* axis) sorted by cluster analysis displayed with 7 samples (*Y* axis). HT1080 cells were cultured with 10 µM compound C, 10 µM versipelostatin and 100 µM phenformin for 18 h in the presence or absence of 10 mM 2DG. The log ratio for each gene was calculated by setting the expression level in appropriate control samples (non–drug-treated cells) as 0 (Log_2_ 1). Details of the experimental conditions are provided as Table S1. 2DG, 2-deoxy-D-glucose; CC, compound C; VST, versipelostatin; Phen, phenformin.
(TIF) Click here for additional data file.

Figure S2 **Effects of compound C on AMPKα phosphorylation. Immunoblot analysis.** HT1080 cells were treated with compound C for 8 or 18 h in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control.
(TIF) Click here for additional data file.

Figure S3 **Effects of SMAD1 knockdown on GRP78 accumulation.** Immunoblot analysis. HT1080 cells were transfected with SMAD1 siRNA and cultured for 18 h in the presence (+) or absence (−) of 10 mM 2DG. β-actin was used as a loading control.
(TIF) Click here for additional data file.

Figure S4 **Cytotoxicity of single-treatment compound C in unstressed and 2DG-stressed 786-O cells.** MTT assay. 786-O cells were treated with compound C for 24 h under normal or 10 mM 2DG stress conditions. Results shown are the means ± SD of quadruplicate determinations.
(TIF) Click here for additional data file.

Table S1 **Summary of 8 samples using microarray analysis.**
(PDF) Click here for additional data file.

Table S2 **Expression level of upregulated genes (148 probe sets) in the Glucose Deprivation signature.**
(PDF) Click here for additional data file.

Table S3 **Expression level of downregulated genes (98 probe sets) in the Glucose Deprivation signature.**
(PDF) Click here for additional data file.

Text S1 **Supplementary Methods.**
(PDF) Click here for additional data file.

# Supplementary material for: Compound C Prevents the Unfolded Protein Response during Glucose Deprivation through a Mechanism Independent of AMPK and BMP Signaling
**Source:** PLoS One. 2012 Sep 24;7(9):e45845. doi: 10.1371/journal.pone.0045845
**Supplement:** Table S1 — Summary of 8 samples using microarray analysis.

**Table S1.** Summary of 8 samples using microarray analysis

| Sample Name | Cell   | Compound         | Concentration       | Time |
|-------------|--------|------------------|---------------------|------|
| Cont        | HT1080 | —                | —                   | 18h  |
| CC          | HT1080 | Compound C       | 10 $\mu$ M          | 18h  |
| VST         | HT1080 | VST              | 10 $\mu$ M          | 18h  |
| Phen        | HT1080 | Phenformin       | 100 $\mu$ M         | 18h  |
| 2DG         | HT1080 | 2DG              | 10 mM               | 18h  |
| 2DG+CC      | HT1080 | 2DG / Compound C | 10 mM / 10 $\mu$ M  | 18h  |
| 2DG+VST     | HT1080 | 2DG / VST        | 10 mM / 10 $\mu$ M  | 18h  |
| 2DG+Phen    | HT1080 | 2DG / Phenformin | 10 mM / 100 $\mu$ M | 18h  |

How the deposited data were processed for this re-analysis (not part of the article)

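The deposited values are log2 intensities on 8 arrays of HT1080 cells, and the authors, by their deposited processing notes, made them with RMA, which corrects the background, normalizes between arrays and summarises each probe set. The software that ran RMA and its version are not given in the sources used here. No step was added to the log2 values before the differences were taken. Array files with probe intensities were not used here, and neither were the paper's signature list and its supplementary text.

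Control probe sets were left out of all counts (62), of which 24 read poly-A controls and 18 hybridization controls, and these were read on their own. A probe set was kept when its log2 value was 6 or more on at least 1 array. Gene symbols came from the platform's annotation. Of all probe sets, 41097 carried 1 symbol, 1801 carried several and 11777 carried none, and those with several or none were counted as probe sets but named no gene. Of those kept, 13771 carried 1 symbol. Where a gene had several probe sets, the one with the highest mean was used for lists and named genes.

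There were 7 comparisons, each of 1 array with 1 array: 2DG and each compound alone against control, and 2DG with each compound against 2DG alone. A probe set was counted as higher or lower from a 2-fold difference. Inhibition and reversal were counted at 50% of the fold in 2DG. Shares carry a 95% Wilson interval, which takes probe sets as independent and is likely too narrow where a gene has several. Matched shares were taken over probe sets that 2DG left within 1.2-fold, weighted to the same levels in 2DG over 20 bins. Medians of gene lists were placed among 10000 random lists with the same mean expression. Shared arrays were simulated 20 times, each array being the control array's values plus noise, with the noise taken from the median absolute deviation of the differences between 2DG and control. A self-test with known answers placed 200 probe sets 4-fold higher at a noise SD of 0.1 and recovered 200, and of 100 set as inhibited it recovered 100. That noise is below the SD of 0.291 per array taken from the data. The self-test thus checks the calculation and not how reliable the calls on these arrays are.

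The genes named are every measured gene that the study itself names, the 10 with the largest difference in each direction of each comparison, and up to 4 members of each list with the largest difference. The rule, the 29 lists, the thresholds and the alternatives were written in advance of the values. The alternatives were fold thresholds of 1.5 and 3, expression limits of 5 and 7 and no limit, centring, quantile normalization, leaving out probe sets that may match several transcripts, counting genes, the median over a gene's probe sets, other scales of inhibition, the compound alone as reference, the 148 highest and 98 lowest probe sets in 2DG, and measuring on another probe set of the same gene. Scaling on the poly-A controls, and the bound for values under the median of their array without its controls, were added after seeing the data.

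The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.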

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

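Of the tests in this part, those of probe set noise, of transcripts that 2DG left unchanged, of degraded RNA, of a constant shift, of saturation and of scaling on the poly-A controls were chosen after the result was seen, and the other tests were written earlier.

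Genes of mitosis stand here because their direction differs between the compounds in 2DG. Against 2DG alone their median was −0.68 with compound C, 0.85 with versipelostatin and 0.69 with phenformin. The same holds for the list of TXNIP and genes tied to it, with medians of 1.69 with compound C, −1.82 with versipelostatin and −1.40 with phenformin over TXNIP, ARRDC4, ARRDC3, KLF10 and MLXIP. TXNIP itself was at 0.27 with compound C (−0.60 when scaled on the poly-A controls), −1.82 with versipelostatin and −1.72 with phenformin, and ARRDC3 at 1.69, −2.11 and 0.57. EIF2AK3, which encodes PERK, was 1.57 above 2DG alone with compound C and at −2.03 with phenformin. With versipelostatin it read −3.92, from a value not above background, so that the difference is −3.62 or lower. These differences between compounds were not tested, since each rests on 1 array.

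The poly-A controls stand here because the paper's main text does not report on them, and its supplementary methods were not read here. Their median signal lay 1.22 above the control array in 2DG with compound C, 0.85 in 2DG with versipelostatin and 0.67 in 2DG with phenformin.

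The share of 2DG-induced probe sets that compound C lowered by at least 50% could come from choosing the set on a single 2DG array, and measured on another probe set of the same gene it was 33.7%, against 36.5% on the probe set chosen over the same 526 pairs, but both share the same RNA, so the choice and an effect of compound C cannot be told apart. The size of a general loss of signal cannot be read on arrays that were normalized against each other. The median difference over unchanged probe sets was −0.082 with compound C. Whether such a loss is the whole source of the share cannot be told here. The induced probe sets were chosen as high on the 2DG array and the unchanged ones as near control. The gap between their shares holds that choice too. At least 2-fold lower with compound C were 47.6% of the induced and 21.3% of the matched unchanged probe sets. When scaled on the poly-A controls these were 77.8% and 56.5%. Noise of single probe sets is unlikely to be the whole source. The share on the other probe set was 33.7%, or 0.922 times that on the probe set chosen, against 21.3% of the matched unchanged probe sets. Probe sets without induction thus also pass often, so the ratio alone cannot exclude noise as a part. The 21.3% was not matched to these pairs. A decrease of transcripts whether or not 2DG raises them may account for some of the share. Of matched unchanged probe sets, 21.3% were at least 2-fold lower. Whether such a decrease accounts for all of the share cannot be told, because the induced set was chosen on the 2DG array.

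The larger number of probe sets that differ when a compound is given in 2DG than in normal growth might come from degraded RNA, or another loss of quality. The 3' to 5' difference of ACTB was at most 0.081 above that in 2DG alone, while probe sets of the same gene differed with an SD of 0.74 with compound C, 0.81 with versipelostatin and 0.83 with phenformin, against 0.34, 0.34 and 0.32 in normal growth, so loss of quality and an effect on the cells cannot be told apart. A constant shift between the arrays is unlikely to be the whole source, since with each array centred on its median each compound still gave at least 3.88 times as many probe sets in 2DG as in normal growth. No biological explanation was tested, and cell number and survival were not measured on the arrays.

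That HSPA5 mRNA was not lower with compound C in 2DG might come from saturation of its bright probe set, but the dimmer probe set, at most at 9.04, was at −0.086. Scaled on the poly-A controls the dimmer probe set was at −0.95, so an effect of the scaling and a steady level of the mRNA cannot be told apart.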

How the results depend on the processing

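1 setting, scaling on the poly-A controls, was chosen after the results were seen. Leaving out a replicate could not be run, because each condition has 1 array, and no paired analysis was run. No replicate spread exists, so a value counts as moved when it leaves the 95% interval of its share, or passes 1.5 times its count, distance or list median. A list median under 0.5 in size counts as moved from a shift of 0.25, and a named gene when it crosses the 2-fold limit. Among the pairs of compounds in 2DG, versipelostatin and phenformin were the closest in every setting for which distances were taken. With a log2 value of 5 or more on at least 1 array, none of 22 counts, shares, overlaps and distances moved, and none of 6 distances moved over the probe sets changed at least 2-fold against control on any array. In all, 55.4% of 240 such values moved and 107 did not. Of the list medians 165 moved, 960 did not and 2 of at least 0.5 in size changed sign. Of the values of named genes 249 moved, 3569 did not and 2 of at least 2-fold changed sign. With smaller values counted, the sign changed when scaled on the poly-A controls in 40 list medians and 55 gene values, when centred in 21 and 19, after quantile normalization in 7 and 10, with the median over a gene's probe sets in 10 and 14, and in 3 and 1 list medians with log2 limits of 7 and 5. Signal over background limits the dim probe sets, and the cause of the movements was not tested except where a threshold or filter sets the size of a count.

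With a fold threshold of 1.5, 2DG gave 1665 induced (against 494) and 1366 repressed (against 392) probe sets, and the inhibited share was 37.4% for compound C, 41.1% for versipelostatin and 39.5% for phenformin. The reversed share was 21.0% for compound C, 27.4% for versipelostatin and 15.7% for phenformin, and all 3 compounds had in common 374 inhibited (against 167) and 105 reversed (against 55). The count past the threshold in normal growth was 3538 for compound C (against 1112), 3328 for versipelostatin (against 965) and 3380 for phenformin (against 905), and the count past the threshold in 2DG was 8369 for compound C (against 5270), 6969 for versipelostatin (against 3920) and 7350 for phenformin (against 4270). With a fold threshold of 3, 2DG gave 117 induced (against 494) and 71 repressed (against 392) probe sets, and the inhibited share was 64.1% for compound C, 82.1% for versipelostatin and 66.7% for phenformin. The reversed share was 38.0% for compound C, 78.9% for versipelostatin and 53.5% for phenformin, and all 3 compounds had in common 58 inhibited (against 167) and 20 reversed (against 55). The count past the threshold in normal growth was 256 for compound C (against 1112), 201 for versipelostatin (against 965) and 165 for phenformin (against 905), and the count past the threshold in 2DG was 2785 for compound C (against 5270), 1812 for versipelostatin (against 3920) and 2010 for phenformin (against 4270). Without a filter on expression, 2DG gave 768 induced (against 494) and 604 repressed (against 392) probe sets, and the inhibited share was 52.99% for compound C and 58.1% for phenformin. The reversed share was 40.4% for versipelostatin and 22.4% for phenformin, and all 3 compounds had in common 294 inhibited (against 167). The count past the threshold in normal growth was 1842 for compound C (against 1112), 1490 for versipelostatin (against 965) and 1386 for phenformin (against 905). With a log2 value of 7 or more required on at least 1 array, the inhibited share was 40.7% for compound C, 55.4% for versipelostatin and 46.3% for phenformin, and all 3 compounds had in common 94 inhibited (against 167).

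With each array centred on its median, the inhibited share was 42.3% for compound C, 51.9% for versipelostatin and 43.7% for phenformin, and the reversed share was 37.2% for compound C, 56.5% for versipelostatin and 41.4% for phenformin. All 3 compounds had in common 93 reversed (against 55). After quantile normalization, the inhibited share was 43.1% for compound C, 50.6% for versipelostatin and 44.96% for phenformin, and the reversed share was 53.5% for versipelostatin and 38.5% for phenformin. All 3 compounds had in common 88 reversed (against 55). Scaled on the poly-A controls, the setting added after the data were seen, 2DG gave 203 induced (against 494) and 1118 repressed (against 392) probe sets, and the inhibited share was 77.8% for compound C, 87.2% for versipelostatin and 71.4% for phenformin. The reversed share was 5.55% for compound C, 11.4% for versipelostatin and 9.66% for phenformin, and all 3 compounds had in common 19 reversed (against 55). The count past the threshold in normal growth was 1452 for phenformin (against 905), and the count past the threshold in 2DG was 8304 for compound C (against 5270).

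Without probe sets that may match several transcripts, 2DG gave 270 induced (against 494) probe sets, and the inhibited share was 56.3% for compound C, 69.6% for versipelostatin and 64.8% for phenformin. The count past the threshold in normal growth was 715 for compound C (against 1112), 604 for versipelostatin (against 965) and 563 for phenformin (against 905), and the count past the threshold in 2DG was 3348 for compound C (against 5270), 2549 for versipelostatin (against 3920) and 2758 for phenformin (against 4270). With genes counted in place of probe sets, 2DG gave 258 induced (against 494) and 160 repressed (against 392) genes, and the inhibited share was 54.3% for compound C, 68.6% for versipelostatin and 63.2% for phenformin. The reversed share was 26.9% for compound C and 40.6% for versipelostatin, and all 3 compounds had in common 109 inhibited (against 167) and 17 reversed (against 55). The count past the threshold in normal growth was 555 for compound C (against 1112), 416 for versipelostatin (against 965) and 407 for phenformin (against 905), and the count past the threshold in 2DG was 2843 for compound C (against 5270), 2033 for versipelostatin (against 3920) and 2244 for phenformin (against 4270).

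With inhibition counted on the log2 scale, the inhibited share was 58.9% for compound C, 77.9% for versipelostatin and 66.6% for phenformin, and the reversed share was 41.1% for compound C, 65.1% for versipelostatin and 46.4% for phenformin. All 3 compounds had in common 103 reversed (against 55). With inhibition counted on the excess of the fold over 1, the inhibited share was 64.0% for compound C, 82.0% for versipelostatin and 70.2% for phenformin, and the reversed share was 44.1% for compound C, 70.2% for versipelostatin and 55.6% for phenformin. All 3 compounds had in common 272 inhibited (against 167) and 127 reversed (against 55). With 2DG plus a compound set against the compound alone, the inhibited share was 65.6% for compound C, 79.6% for versipelostatin and 67.4% for phenformin, and the reversed share was 43.9% for compound C, 78.6% for versipelostatin and 56.1% for phenformin. All 3 compounds had in common 118 reversed (against 55). In the 148 probe sets highest and the 98 lowest in 2DG, the inhibited share was 62.2% for compound C, 79.1% for versipelostatin and 65.5% for phenformin, and the reversed share was 41.8% for compound C, 68.4% for versipelostatin and 44.9% for phenformin. All 3 compounds had in common 73 inhibited (against 167) and 25 reversed (against 55). Measured on another probe set of the same gene, the inhibited share was 33.7% for compound C, 44.5% for versipelostatin and 37.6% for phenformin, and the reversed share was 20.1% for compound C, 25.8% for versipelostatin and 18.3% for phenformin. That setting keeps only genes with several probe sets, over which the probe set chosen gave inhibited shares of 36.5%, 50.8% and 40.5% (526 pairs) and reversed shares of 36.3%, 53.2% and 26.7% (427 pairs).

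Without a filter on expression, the distance in 2DG was 0.748 between compound C and versipelostatin and 0.719 between compound C and phenformin. The median of the ER chaperones was −1.73 with compound C in 2DG when scaled on the poly-A controls and −0.41 with phenformin in 2DG when centred. That of the ATF4 targets with compound C in 2DG was −0.35 with the log2 limit of 7, −0.37 when centred and −1.45 when scaled on the poly-A controls. In 2DG with compound C, scaling on the poly-A controls turned the medians of cholesterol synthesis to −0.21 and of histones to −0.34. Taking the median over a gene's probe sets turned, in 2DG with phenformin, SLC2A3 from −1.29 to 0.47 and SQSTM1 from −1.41 to 0.21.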

Differences from the paper's values

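The share of 2DG-lowered probe sets that compound C reversed by at least 50% is about 14% in Fig. 2C, read by eye, as the paper's value, and was 32.1% here. The paper's set is its signature of 2DG-responsive probe sets, and the set here is every expressed probe set at least 2-fold lower in 2DG, which is a limit of the comparison. Of the alternatives set before the data were examined, measuring on another probe set of the same gene gave 20.1%, which is within 1.5 times the paper's value. All of the others differ from it: 21.0% and 38.0% with fold thresholds of 1.5 and 3, 28.0% without an expression limit, 29.0% and 30.9% with limits of 7 and 5, 37.2% centred, 36.5% after quantile normalization, 33.6% without probe sets that may match several transcripts, 26.9% over genes, 41.1% on the log2 scale, 44.1% on the excess fold, 43.9% against the compound alone and 41.8% in the 98 lowest probe sets. The 20.1% covers only 427 pairs, on which the probe set chosen gave 36.3%, so it is no closer match to the paper's set. The 21.0% lies at the limit of 1.5 times, which a value read by eye cannot decide.

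XBP1 mRNA relative to control is given by the paper from real-time PCR, and here from 1 array per condition. Of 5 conditions, 3 differ by over 1.5 times. In 2DG the paper's value is about 3.2 in Fig. 3F, read by eye, and the array value was 2.04. In 2DG with compound C it is about 0.47 in Fig. 3F, read by eye, against 0.724. With versipelostatin alone it is about 1.4 in Fig. 3F, read by eye, against 2.20. No alternative set before the data were examined comes within 1.5 times the paper's values: centring gave 1.99, 0.820 and 2.21, and quantile normalization gave 2.09, 0.851 and 2.25.

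For 3 genes the arrays and the paper's assays differ in direction or size, for SMAD1 in normal growth only. The paper shows compound C suppressing the production of GRP78 in 2DG, and on the array HSPA5 was 0.52 above 2DG alone on its brighter probe set and −0.09 from it on the dimmer (−0.34 and −0.95 when scaled on the poly-A controls). The paper states that compound C reduced the expression of SMAD1, and on the array SMAD1 was at −0.17 with compound C in normal growth and −2.64 in 2DG. The paper states that PERK expression tended to be lower with compound C under normal conditions, and on the array EIF2AK3 was at 0.01. The paper measured promoter activity and protein for GRP78 and protein for SMAD1 and PERK, and the values here are of mRNA. The cause of these differences was not tested.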

Other observations

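IFIT3, an interferon-induced gene, was below 2DG alone with each compound, at −3.72 or lower with compound C, −3.11 with versipelostatin and −3.49 with phenformin, and IRF9, a transcription factor of that response, at −2.99, −2.05 and −2.14. Of 4 interferon-induced genes measured, 2 were at least 2-fold lower with compound C, 3 with versipelostatin and 3 with phenformin. WIPI1, an early autophagy protein, gave −3.21, −2.43 and −3.05, and the cargo receptor SQSTM1 gave −1.67 with compound C and −2.02 with versipelostatin. In the list of autophagy and lysosome genes 3, 2 and 3 of 17 were at least 2-fold lower, with medians of −0.01, −0.24 and −0.21. MOGS, the first glucosidase of N-glycan trimming, gave −3.23, −2.22 and −2.98, and N-glycosylation genes had medians of −0.42, −0.56 and −0.59 with 7, 6 and 6 of 22 at least 2-fold lower. Targets of NRF2 had medians of −0.06, −0.33 and −0.35, and GCLC, of glutathione synthesis, gave −1.55, −1.74 and −1.15. Among targets of p53, with medians of −0.61, −0.59 and −0.79, TP53INP1 gave −3.54, −3.54 and −3.50, or lower, while GADD45A, a gene of growth arrest, gave 2.57, 2.78 and 3.09.

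Of 12 cytokine genes and targets of NF-κB in 2DG, 6 were at least 2-fold higher and 2 lower with compound C (median 1.16), 4 higher and 3 lower with versipelostatin (median 0.29, and −0.20 when scaled on the poly-A controls) and 7 higher and 2 lower with phenformin (median 1.31). CXCL3, a chemokine gene, was higher by 3.94 with compound C, TNFAIP3, an inhibitor of NF-κB, by 3.02 with versipelostatin, and CXCL8, which encodes interleukin 8, by 3.13 with phenformin. IL1A was lower with all 3, at −2.36, −2.46 and −1.64. In 2DG alone 1 of the 12 was at least 2-fold lower, IL11 (−1.11). Of 16 matrix and TGF-β genes in 2DG, 1 was at least 2-fold higher and 6 lower with compound C. With versipelostatin 3 were higher and 4 lower, and with phenformin 3 were higher and 6 lower. CCN2 was higher by 2.81 with compound C, and CCN1 by 2.76 and 2.65 with versipelostatin and phenformin. The collagen gene COL4A1 gave −2.04, −3.06 and −3.60 with compound C, versipelostatin and phenformin.

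Of the genes that the study names, PRKAA1, the catalytic subunit of AMPK, was above 2DG alone by 2.41 with compound C, 1.37 with versipelostatin and 1.57 with phenformin, and STK11, which encodes the kinase LKB1, was at −1.41, −1.45 and −1.77. SMAD5 gave −0.38, −0.60 and −1.13 on its brightest probe set and, on its 4 others, between −0.89 and 0.86 with compound C, −1.14 and 0.34 with versipelostatin and −0.79 and 0.49 with phenformin. SMAD9 gave −2.29 with compound C, and with versipelostatin 0.43, which turned to −0.07 when scaled on the poly-A controls, and 0.58 with phenformin. The BMP receptor gene ACVR1 gave −0.92, −1.16 and −0.50, and BMPR1B gave 0.36 with compound C (−0.50 when scaled on the poly-A controls), −1.80 and −0.92. SMAD1 gave −0.93 with versipelostatin and −0.46 with phenformin. For BMPR1A no probe set that carried its symbol alone was found, and KDR lay below the expression limit. EIF2S1, which encodes eIF2α, gave 0.18 with compound C, 0.29 with versipelostatin and 0.54 with phenformin on its brightest probe set, and on the others 0.76 and 0.99, −0.38 and −0.32, and −0.61 and −0.69, and EIF4EBP1, a repressor of translation, gave −0.39, −0.03 and −0.24 with compound C, versipelostatin and phenformin. HIF1A gave 0.70 (−0.17 when scaled on the poly-A controls), −0.13 and 0.66. ACTB, a usual reference gene, was at −0.46 in 2DG and at 0.37, 0.27 and 0.12 with the compounds, which turned to −0.50, −0.22 and −0.20 when scaled on the poly-A controls.

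Without 2DG, ERN1 was higher than control by 2.01 with compound C and 1.52 with versipelostatin on its brighter probe set, and at −0.91 and 0.49 on the dimmer. Higher too were XBP1 by 0.55 and 1.14, ATF4 by 0.68 and 0.72, and ATF6 by 0.95 and 0.92 (0.25 and 0.68 on its dimmer probe set). With phenformin the values were 0.42 for ERN1 (−0.36 on the dimmer), 0.41 for XBP1, 0.38 for ATF4 and 0.36 for ATF6 (0.00 on the dimmer). HSPA5 was at −0.60, 0.36 and 0.09 and HSP90B1 at −0.54, 0.05 and −0.07 with compound C, versipelostatin and phenformin, and on their dimmer probe sets HSPA5 was at 0.31, −0.19 and 0.06 and HSP90B1 at −0.61, −0.13 and 0.03. CDKN1A, an inhibitor of the cell cycle, was higher by 1.604 with phenformin, where 6 of 16 targets of p53 were at least 2-fold higher (median 0.78). BHLHE40, a target of HIF-1, was higher by 1.61 with compound C and 2.00 with phenformin, and the HIF-1 target list had medians of 0.50 with compound C, 0.22 with versipelostatin and 0.55 with phenformin. ACSS2, which makes acetyl-CoA, was higher by 1.497 with compound C and 2.19 with phenformin. SLC2A3, a glucose transporter, was higher by 1.34, 1.497 and 2.15 with the 3 compounds and by 1.21 in 2DG.

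In 2DG alone, heat shock genes had a median of −0.32, oxidative phosphorylation −0.07, ribosome biogenesis −0.09, ribosomal proteins 0.12, glycolysis −0.16, fatty acid synthesis −0.34 and components of the BMP and AMPK pathways 0.18. HIF-1 targets were at 0.28, which turned to −0.08 when scaled on the poly-A controls, while the ribosomal proteins turned to −0.23 and the components of the BMP and AMPK pathways to −0.17. With the compounds in 2DG, glycolysis genes had medians of 0.31, 0.21 and 0.14 (−0.56, −0.29 and −0.18 under that scaling), and PFKFB4, a regulator of glycolysis, gave −2.38, −1.42 and −1.38, while ELOVL6, a fatty acid elongase, gave −3.47, −2.86 and −3.14. Ribosomal proteins were at 0.02, −0.02 and −0.02, and at −0.85, −0.51 and −0.34 under that scaling. Of 4 histone genes measured, H2BC5 gave 1.42 with compound C and 2.58 with versipelostatin, and the list median was 0.52 with compound C, turning to −0.34 when scaled on the poly-A controls, and 1.27 with versipelostatin.

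Genes of other tissues were read as a check on the samples. Of 14 epithelial genes KRT7 and PAX8 passed the expression limit, and of 11 genes of blood cells CD79A and HBB did, with differences between 2DG and control of −0.08, 0.13, 0.14 and −0.31. No list median is given for so few genes.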
